# Stochastic expression of invasion genes in *Plasmodium falciparum* schizonts

**DOI:** 10.1038/s41467-022-30605-z

**Published:** 2022-05-30

**Authors:** Jaishree Tripathi, Lei Zhu, Sourav Nayak, Michal Stoklasa, Zbynek Bozdech

**Keywords:** Parasite genomics, Transcriptomics

## Abstract

Genetically identical cells are known to exhibit differential phenotypes in the same environmental conditions. These phenotypic variants are linked to transcriptional stochasticity and have been shown to contribute towards adaptive flexibility of a wide range of unicellular organisms. Here, we investigate transcriptional heterogeneity and stochastic gene expression in *Plasmodium falciparum* by performing the quasilinear multiple annealing and looping based amplification cycles (MALBAC) based amplification and single cell RNA sequencing of blood stage schizonts. Our data reveals significant transcriptional variations in the schizont stage with a distinct group of highly variable invasion gene transcripts being identified. Moreover, the data reflects several diversification processes including putative developmental “checkpoint”; transcriptomically distinct parasite sub-populations and transcriptional switches in variable gene families (*var*, *rifin*, *phist*). Most of these features of transcriptional variability are preserved in isogenic parasite cell populations (albeit with a lesser amplitude) suggesting a role of epigenetic factors in cell-to-cell transcriptional variations in human malaria parasites. Lastly, we apply quantitative RT-PCR and RNA-FISH approach and confirm stochastic expression of key invasion genes, such as, *msp1*, *msp3*, *msp7, eba181* and *ama1* which represent prime candidates for invasion-blocking vaccines.

## Abstract (web summary)

Genetically identical cells can be phenotypically diverse to allow adaptive flexibility in a given environment. This phenotypic diversity is driven by epigenetic and transcriptional variability. Here, Tripathi et al. perform scRNA-seq of isogenic and non-isogenic *Plasmodium falciparum* schizont populations to explore transcriptional heterogeneity and stochastic gene expression during the course of development.

## Introduction

Malaria, an infectious disease caused by *Plasmodium* parasites, remains a threat to human health with 228 million cases and 405,000 deaths recorded in 2018^1^. Humans can be infected by six different *Plasmodium* species, *P. vivax, P. falciparum, P. ovale, P. malariae, P. knowlesi* and *P. cynomolgi*, with falciparum malaria being the most virulent. During its complex life cycle, *Plasmodium* parasites differentiate into multiple developmental stages, switching between sexual and asexual forms in their primary (mosquito) and intermediate (human) host respectively. Throughout this journey, the parasite thrives in different host environments, selection pressures (such as, host immune response, exposure to antimalarials) and sudden perturbations. This requires remarkable phenotypic plasticity for a single cellular eukaryotic pathogen to survive. Previously, phenotypic plasticity has been demonstrated in *Plasmodium* parasites in relation to sexual conversion rates and ratio, asexual invasion rates and burst size^2^. Within-host environmental factors such as, anaemia, drug treatment, nutritional status, circadian rhythm and age of red blood cells (RBCs) available for invasion have been shown to modulate parasite replicative and reproductive efforts^3–8^. However, the molecular basis underpinning this phenotypic variability still remains uncharacterised.

Phenotypic diversity has been shown to be driven by epigenetic and transcriptional variability in other systems^9,10^. For example, studies on bacteria and yeast^11–13^ has demonstrated that cells with multiple ‘physiological states’ can exist in a genetically identical population^14^. In the context of *Plasmodium* specifically, clonal variation in the expression of members of surface antigen gene families such as *var*, *rifin* and *stevor* is well-known^15–17^. Similarly, expression of solute transport channels, *clag3.1* (PF3D7_0302500) and *clag3.2* (PF3D7_0302200), on the surface of parasitized RBCs is found to be mutually exclusive in isogenic clones^18,19^. *pfap2-g* (PF3D7_1222600), the master regulator of sexual differentiation, is another gene known to be associated with heterochromatin protein 1 (HP1) and exhibits clonally variant expression^20,21^. These studies confirm the presence of non-genetic transcriptional heterogeneity in *Plasmodium* parasites and calls for a systematic transcriptome-wide investigation of gene expression variability.

One of the latest cutting edge methodologies to study cell-to-cell transcriptional variability and detect highly variable genes (HVGs) in a homogenous cellular population is single cell RNA sequencing (scRNAseq)^22–25^. In the context of malaria, published scRNAseq studies collectively describe transcriptional profiles associated with sexual commitment, development of various *P. falciparum* and *P. berghei* stages (i.e., liver schizonts, ookinetes, sporozoites, blood stages) as well as gene expression patterns of *P. vivax* isolates from non-human primate blood stream infections^26–32^. Undoubtedly, this has provided valuable insights into *Plasmodium* biology, however, up until now, experimentally validated stochastic gene expression studies within individual parasite forms (developmental stages) remain to be reported. A key requirement for confident detection of transcriptional stochasticity is a reliable whole transcriptome amplification (WTA) method. In this work, we optimise the quasilinear multiple annealing and looping based amplification cycles (MALBAC) to suit the lower RNA content in *P. falciparum* asexual stages (compared to mammalian cells) and minimize cell-to-cell technical variation as compared to PCR-based WTA used in previous studies. Using this technique, we generate single cell transcriptomes of two cohorts of *P. falciparum* schizonts originating from non-isogenic and isogenic parasite populations, respectively. Here, we demonstrate several “layers” of transcriptional variations linked to differential life cycle progression, single cell transcriptional subpopulations (SCTS) and stochastic transcriptional variability of genes (HVGs) involved in crucial cellular processes such as invasion (and others). We also characterize differential transcriptional patterns for key hypervariable gene families such as *var*, *rifin* and *phist* involved in immune evasion and host-parasite interactions^15,33–36^. Last but not the least, we provide experimental validation of cell-to-cell transcriptional variability of several previously unidentified HVGs, which supports the validity of the derived technique for confident characterizations of stochastic gene expression in malaria parasites.

## Results

### Multiple annealing and looping based amplification cycles (MALBAC) for single cell transcriptomes from *P. falciparum* Schizonts

Here, we wished to develop a WTA strategy for scRNAseq analysis of the human malaria parasite *P. falciparum* that is based on quasilinear amplification to achieve broad, uniform and quantitatively reproducible transcriptome coverage. The goal was to significantly improve detections of genuine cell-to-cell (stochastic) gene expression variations within otherwise morphologically uniform parasite populations, such as a single developmental stage. The rationale is to minimize extensive PCR cycling that could reduce the complexity of the final cDNA library by amplification bias^37–39^ and is known to be the main limitation of the standard techniques applied in previous studies^26–30,32^. With this rationale, we optimised a quasilinear amplification method MALBAC^39,40^ for WTA of *P. falciparum* schizonts, and compared this to an in-house optimised version of PCR-based SMARTseq2 method^41,42^. For this, thirty RNA dilutions prepared from triplicates of 10 schizonts diluted 10-folds each to achieve an equivalent amount of total RNA of a single cell (PfRNAdil) were amplified using both MALBAC and SMARTseq2. As shown in Fig. 1a, PfRNAdil transcriptomes generated by MALBAC showed significantly higher correlation (pairwise Pearson Correlation Coefficient, PCC, Wilcoxon rank sum *p* value < 2.2e–16) relative to SMARTseq2. Similarly, MALBAC amplified PfRNAdil exhibited lower standard deviation (SD) in gene expression across replicates with lower SD dependency on the overall mean transcript abundance. This suggests that quasilinear amplification introduced lesser technical variation compared to exponential amplification (Fig. 1b). MALBAC also performed superior to SMARTseq2 in transcript detection as we observed a higher probability of low abundance transcript detection with MALBAC (Fig. 1c). Overall, these findings suggest that MALBAC is a more sensitive and reproducible method and is more suitable technique for the intended study. 1-cell and 10-cell transcriptomes generated by the two WTA methods also showed similar trends with higher correlations between 1-cell (*R*^2^ = 0.369) and 10-cells (*R*^2^ = 0.646) transcriptome triplicates, lower SD and higher probability of transcript detection observed for MALBAC (Supplementary Fig. 1). This demonstrates that MALBAC captures 1-cell and 10-cell transcriptomes with higher sensitivity and quantitative reproducibility across a wide range of transcript abundance, making it most suitable to analyse cell-to-cell gene expression variability.

**Fig. 1:**
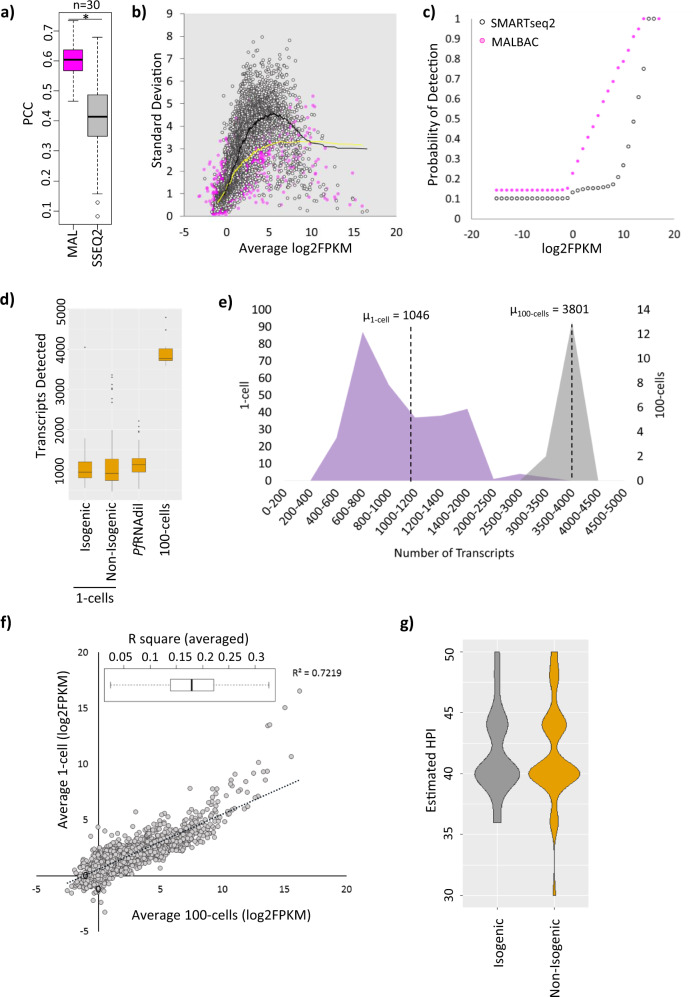
Highly reproducible MALBAC-based amplification of single cell transcriptomes from *P. falciparum* schizonts. **a** A boxplot showing Pearson correlation coefficients for PfRNAdil (*n* = 30) amplified by SMARTseq2 (SSEQ2) or MALBAC (MAL). Asterisk denotes significant Wilcoxon rank sum test *p*-value (*p* < 2.2e-16). **b** Scatter plot depicting relationship between standard deviation (SD) and mean transcript expression (log2FPKM) across PfRNAdil replicates (*n* = 30) for the two techniques. **c** A scatter plot showing the probability of detection of transcripts (detected in atleast 50% PfRNAdil) across PfRNAdil replicates (*n* = 30) amplified by MALBAC or SMARTseq2. **d** A boxplot showing number of transcripts detected in 1-cell (isogenic (*n* = 97) and non-isogenic (*n* = 295)), 100-cells (*n* = 15) and PfRNAdil (*n* = 49) samples. **e** A frequency distribution plot of number of transcripts detected in 1-schizonts and 100-schizonts samples. *µ* denotes the mean number of transcripts expressed in the 1-cell and 100-cells group. **f** Correlation between averaged 1-cell and 100-cell transcriptomes. The range of averaged R^2^ values for individual 1-cell and 100-cell transcriptome correlations is shown as a boxplot (inset, median and standard deviation shown, *n* = 295 for 1-cell, *n* = 15 for 100-cells). **g** A violin plot depicting estimated age distribution of non-isogenic and isogenic schizonts. Source data are provided as a Source Data file. All box plots show centre line as median, box limits as upper and lower quartiles, whiskers as minimum to maximum values.

Next, we applied MALBAC to generate single cell transcriptomes of *P. falciparum* schizonts collected from non-isogenic and isogenic parasite populations. Briefly, using fluorescence-assisted cell sorting (FACS) we isolated 300 individual schizonts from a highly synchronized culture of the *P. falciparum* 3D7MR4 strain; representing a non-isogenic population. 

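The non-isogenic population was followed in 295 1-cell libraries, each made by MALBAC, a quasi-linear whole transcriptome amplification, from 1 FACS-sorted schizont, the last stage of the parasite in the red blood cell before its merozoites are released. They fall in 5 batches of 49, 50, 52, 72 and 72 cells. Alongside them stand 15 100-cells libraries, 3 in each batch, and 49 PfRNAdil, in which RNA of 10 schizonts was diluted 10-fold to the amount of 1 cell. The paper takes their spread as the technical one, and over several pools and batches it also holds any differences between these. The authors trimmed the reads, aligned them to the 3D7 genome, kept properly paired reads that map to 1 place, counted them per gene and deposited FPKM for 5719 genes, with no value where a gene was not detected. The libraries' total reads are not used here. The FPKM values of a library are whole multiples of 1 read per gene, from which a relative depth could be read for 86.3% of all libraries. Its median was 0.996 for non-isogenic cells, relative to a 100-cells library of batch 1, with medians of 0.907, 0.967, 0.993, 1.16 and 1.08 in batches 1 to 5, and 0.980 for the non-isogenic PfRNAdil. All cells come from the same culture and therefore count as 1 sample, so no test between populations was made and cells were not taken as replicates. Shares of cells are given with exact Clopper-Pearson 95% intervals, which cover counting error only.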

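The isogenic libraries come from a clonal 3D7 culture that, per the paper, presumably goes back to 1 founding cell. They comprise 97 1-cell libraries, 10 PfRNAdil and 2 100-cells libraries, all in batch 6. No other library is in that batch, so batch and population cannot be told apart. The median relative depth of the isogenic cells was 2.64, which is 2.66 times that of the non-isogenic cells, and that of the isogenic PfRNAdil was 2.13. Ribosomal RNA transcripts took a median of 8.16% of the summed FPKM in isogenic cells and 44.9% in non-isogenic cells. The same share was 15.2% in isogenic and 50.7% in non-isogenic PfRNAdil, and 7.83% in isogenic and 46.1% in non-isogenic 100-cells libraries.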

Subsequently, we generated an isogenic clonal culture by serial dilution of the 3D7MR4 parasites and collected 100 individual schizonts after fourteen generations of clonal expansion (presumably from a single founding cell). The rationale behind the comparison of non-isogenic and isogenic schizonts was to dissect out contribution of genetic differences and/or epigenetic factors towards transcriptional variability in a population. 

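A transcript was taken as detected in a library with any FPKM value. Across the 295 non-isogenic cells, 5414 transcripts were detected in at least 1 cell and 2653 in more than 10% of cells. Within single batches, the number in at least 1 cell was 5089, 4495, 4698, 4464 and 4256 in batches 1 to 5. Detection at above 10 FPKM moved these counts most, to 3423 transcripts in at least 1 cell and 763 in more than 10% of cells.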

Overall, we detected 5488 transcripts with 2695 being detected in more than 10% of the non-isogenic cells (Supplementary Fig. 2). Similar transcriptome coverage was achieved with the isogenic group of parasites with 5260 transcripts detectable in total. 

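In the 97 isogenic cells, 5078 transcripts were detected in at least 1 cell, of which 4989 were also detected in a non-isogenic cell. In 50 random draws of 97 non-isogenic cells, the mean was 5033 transcripts, with draws between 4761 and 5254. The isogenic libraries are deeper, and each of their reads stands for a lower FPKM, so the counts at any FPKM are not at equal depth. At above 10 FPKM, 2868 transcripts remained in the isogenic cells.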

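Non-isogenic 1-cell libraries held 1028 ± 457 detected transcripts (mean ± SD over 295 libraries), isogenic ones 1021 ± 402 (97 libraries) and non-isogenic 100-cells libraries 3745 ± 150.8 (15 libraries). The non-isogenic mean was 1227, 1012, 1157, 959 and 882 in batches 1 to 5. The 2 isogenic 100-cells libraries held 4413 and 4725 transcripts. At 1 FPKM or more, the means were 807 for non-isogenic and 555 for isogenic cells. At above 10 FPKM, the means were 265.9 for non-isogenic cells, 251.4 for isogenic cells and 689 for non-isogenic 100-cells libraries.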

The mean number of transcripts detected per schizont was ~1040 in both isogenic and non-isogenic cohorts as compared to ~3800 transcripts detected in 100-cells bulk control (*n* = 15) (Fig. 1d, e). This is consistent with the transcriptome generated from samples in which RNA obtained from 10 schizonts was diluted 10-fold to achieve an equivalent amount of total RNA of a single cell (PfRNAdil). 

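The 49 non-isogenic PfRNAdil held 1125 ± 346 detected transcripts (mean ± SD), with means of 1571, 996, 1129, 1167 and 867 in batches 1 to 5, so they varied between batches by more than they differed from the cells on average. In the 10 isogenic PfRNAdil the mean was 1864 ± 1134 transcripts and the median 1356.5. The highest were B6_E6 with 4126 and B6_F5 with 3638.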

Here, we detected a mean of 1145 transcripts per PfRNAdil (*n* = 49) (Fig. 1d). This represents a significant improvement to the previous studies in which mean/median of genes detected per schizont ranged between 212 to 938^26,27,29^. To assess the quality of the MALBAC-generated results, we correlated the average of all 1-cell and 100-cells transcriptomes achieving an *R*^2^ value of 0.72, thus confirming that the gene expression signal amplified by MALBAC represents true biological signal as detected in bulk samples (Fig. 1f). 

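The average of log2 FPKM over the 295 non-isogenic cells and over the 15 100-cells libraries, each over the libraries in which a transcript was detected, gave an R2 of 0.705 and a Spearman rho of 0.751 over 5135 transcripts. Genes are not independent replicates, and no p-value was computed. Within single batches of cells and 100-cells libraries, R2 lay between 0.560 and 0.623. Setting undetected transcripts to 0 and adding 1 to every FPKM moved R2 most, to 0.825, while it was 0.656 without batch 1. The same comparison gave 0.601 for the PfRNAdil, and 0.462 for the isogenic cells against their 2 100-cells libraries. From the correlation of the averages, the paper concludes that the amplified signal of MALBAC represents the biology seen in bulk samples.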

The *R*^2^ values correlating individual 1-cell and 100-cells transcriptomes ranged from 0.02 to 0.33 (Fig. 1f, top left inset). 

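For single non-isogenic cells, R2 was computed on log2(FPKM+1) with each of the 15 100-cells libraries, over all transcripts detected in any of these, and averaged over the 15. Its median was 0.327, with a range of 0.142 to 0.514 over 295 cells, and batch medians were between 0.297 and 0.380. Over the transcripts detected in both libraries alone, the median was 0.228 and the range 0.00629 to 0.474. Single PfRNAdil gave a median of 0.409, and the 105 pairs of 100-cells libraries a median of 0.811, between 0.663 and 0.889. Across cells, R2 rose with the number of transcripts detected (Spearman rho 0.606, Pearson r 0.426, rho within batches between 0.353 and 0.836).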

Lastly, majority of the sequenced 1-cell transcriptomes were estimated to be between 40–44 hour post invasion (HPI) (see below) by correlation to a high-resolution bulk 3D7 reference transcriptome ^42^ (Fig. 1g), thus confirming successful isolation and amplification of late asexual stages.

### Schizont subpopulations with unique transcriptional profiles identified in *P. falciparum* parasites

First, we interrogated the generated dataset for the presence of parasite sub-populations that reflect transcriptional variability at a broader (supracellular) level. 

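The authors' filter on mapping rate and read counts cannot be repeated from FPKM values, and the filtered sets of 271 and 79 cells were taken from the paper's Source Data. Of the genes detected in the files in at least 95% of the 49 non-isogenic PfRNAdil, non-isogenic cells of the filtered set held between 77.4% and 100% and isogenic ones between 83.6% and 97.3%. Of the 24 non-isogenic cells outside the set, 1 held less than 75%, as did 1 of the 18 isogenic cells outside it. At least 5 of the 271 filtered cells had a value for 4615 genes.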

Applying a custom designed data quality filter (refer to *Methods*), we select 271 non-isogenic and 79 isogenic 1-cell transcriptomes and subjected these to data normalization, dimensionality reduction and removal of batch effects (Supplementary Fig. 3) by ZINB-WaVE modelling as described^43^. As shown in Figs. 2a, b, the first two components of the multidimensional scaling (MDS) account for the maximum differences between 1-cell transcriptomes of both non-isogenic and isogenic parasites. This MDS-based stratification aligned well with the parasite age differentiation (described in Fig. 1f) with a fraction of cells falling into the 36–40 and >44 HPI groups, respectively (Fig. 2a, b). 

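In place of ZINB-WaVE, which models read counts, a principal component analysis was made of log2(FPKM+1) centred within each batch, over genes detected in at least 5 cells. The first component took 19.3% of the variance in the 271 filtered non-isogenic cells and 17.9% in the 79 isogenic cells. Its score, oriented to rise with age, had a Spearman rho of 0.810 with the estimated age of the paper's Fig. 2a and 2b in the 269 non-isogenic cells with an age (Pearson r 0.445), and of 0.762 to 0.856 within the 5 batches. In the isogenic cells, rho was 0.869 and r 0.768. Of the non-isogenic cells, 46.8% had an age of 40 HPI and 47.2% of 44 HPI, with 3, 2, 10 and 1 cells at 6, 30, 36 and 46 HPI. Of the isogenic cells, 38 had an age of 40 HPI and 30 of 44 HPI or later. Among these 30, 16 were at 44 HPI and 8 at 52 HPI. The score also fell with the number of transcripts detected (rho -0.780 in non-isogenic and -0.768 in isogenic cells).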

As expected, similar HPI categorization could be deciphered for the non-isogenic as well as the isogenic population with comparable distribution patterns. Subsequently, we applied resampling-based sequential ensemble clustering (RSEC) to evaluate a possible finer substructure within each dataset that would indicate the existence of distinct subpopulations. Interestingly, eight subpopulations were detected in the non-isogenic parasite group each defined by a specific transcriptional profile (termed as Single-Cell Transcriptional Subpopulations, SCTS) (Fig. 2a). The pseudotemporal ordering followed the estimated age progression of schizonts with SCTS 2, 3 and 8 falling onto ~36 to 40 HPI and SCTS 1,4,5,6 and 7 onto ≥ 44 HPI groups (Fig. 2a and Supplementary Fig. 4). 

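The clustering of the article (RSEC on ZINB-WaVE components) was not repeated. As a measure of how far cells separate, the first 10 principal components were grouped by k-means into 4 clusters, and the mean silhouette, which is higher for more separate clusters, was computed on 79 cells of each population. It was 0.329 ± 0.0222 for the non-isogenic cells (mean ± SD over 50 random draws of 79 cells) and 0.399 for the isogenic cells. The difference, non-isogenic minus isogenic, was -0.0703, and in 0 of the 50 draws was the non-isogenic value the higher. With 2 clusters the direction changed, to 0.00283, and with the cells of batch 4 alone the difference was -0.00617. The paper states that RSEC, with parameters that gave clusters in the non-isogenic cells, detected none in the isogenic cells. Its methods reset some parameters for the isogenic cells and report isogenic clusters at a lower cutoff for merging clusters. In its own random draws of fewer non-isogenic cells, several clusters remained most of the time. The silhouette here cannot decide this, since cells along a continuous order, such as age, can also raise it.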

Interestingly, for the isogenic 1-cell population, identical RSEC clustering parameters did not detect any subpopulations (Fig. 2b). To account for sampling size difference between non-isogenic and isogenic schizonts, we repeated the RSEC clustering on both isogenic and non-isogenic parasites using 428 highly representative genes (refer to *Methods*) after sub-sampling of 80 single non-isogenic schizonts. For isogenic schizonts, cluster merging was observed at a differential gene expression (DE) cut off of >25% between clusters (Supplementary Fig. 5a). However, when 80 non-isogenic schizonts were sub-sampled randomly, multiple SCTS could still be identified majority of the times (62% confidence, Supplementary Fig. 5b). This suggests that while the HPI (age) separation reflects intrinsic properties of schizont maturation of any given schizont population, the SCTSs represent a deeper differentiation of genetically (or otherwise) more diverse parasite cohorts.

**Fig. 2:**
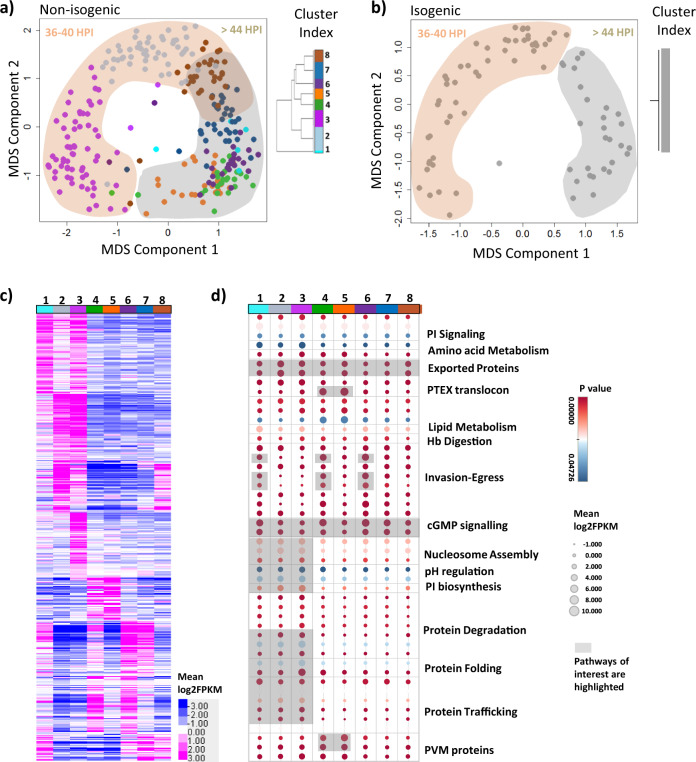
Schizont subpopulations with unique transcriptional profiles identified in non-isogenic *P. falciparum* parasites. A multidimensional scaling (MDS) plot showing first two components (MDS1 and MDS2) depicting maximum differences between individual schizonts in **a** non-isogenic and **b** isogenic group. RSEC-based SCTS hierarchy is shown in right hand inset (for both (**a**, **b**)) with each SCTS represented by a different colour for non-isogenic schizonts. The two major age groups (36-40 HPI and >44 HPI) identified has been overlaid on the MDS plot. **c** A heatmap showing average expression of differentially expressed (DE) genes (mean normalised log2FPKM) in each SCTS of non-isogenic parasites. **d** A dot plot of various functional pathways enriched in non-isogenic parasite SCTS. The colour and size of each circle depicts *p*-value and mean log2FPKM value respectively with pathways of interest highlighted in grey. Source data are provided as a Source Data file.

Next, we applied the local regression method loess and identified 440 genes exhibiting differential expression along the pseudotemporal progression defining the eight identified SCTS (Fig. 2c and Supplementary Data 1). Pathway enrichment analyses using the Malaria Parasite Metabolic Pathways (MPM) database showed that each SCTS carries a unique set of biological functions/pathways represented by the differentially expressed genes (Supplementary Data 2)^44^. As shown in Fig. 2d, protein folding, COPI/COPII-mediated vesicular trafficking and protein degradation pathways generally showed higher average expression in the SCTS 1, 2 and 3. This included genes encoding for, coatomer subunits (α,β,γ), endoplasmic reticulum chaperone GRP170 and E3-ubiquitin ligase, etc. Interestingly, ubiquitin activation was recently shown to be essential for schizonts maturation^45^. Similarly, expression of pH regulation, nucleosome assembly and phosphatidyl inositol biosynthesis-related pathways was also higher in SCTS 1, 2 and 3. This may be indicative of organisation of newly replicated DNA and active membrane biogenesis concomitant with the segregation of daughter parasites (merozoites) during mid-late stage schizogony^46^. On the other hand, expression of parasitophorous vacuole membrane associated proteins pathway and PTEX translocon pathway involved in protein export, was found to be highest in SCTS 4 and 5 mainly consisting of late stage schizonts (i.e. >44 HPI). In particular, pathways linked to invasion and exported proteins showed variable expression levels between SCTSs 1,4,5,6 and 7 belonging to similar pseudotime interval (Fig. 2d and Supplementary Fig. 6). For instance, SCTS 1, 4 and 6 showed higher average expression of pathways associated with invasion ligands for erythrocyte receptors, merozoite surface proteins and motility, represented by genes encoding for, erythrocyte binding antigen 175 (PF3D7_0731500 or *eba175*), merozoite surface protein 5 (PF3D7_0206900 or *msp5*) and merozoite surface protein 6 (PF3D7_1035500 or *msp6*), and reticulocyte binding protein homologues. SCTS 5 (also 44 HPI), on the other hand, showed lower average expression of the above-mentioned invasion pathways. cGMP signalling pathway involved in invasion and egress was uniformly highly expressed across all SCTSs with only subtle variations. Taken together, these results suggest the existence of multiple transcriptional ‘physiological states’ established within a single parasite population, independent of developmental state/age groups, over extended periods of cell diversifications (here prolonged in vitro culturing over multiple generations). The SCTS may represent subtle but significant diversion of the schizont maturation process with a putative checkpoint at approximately 44 HPI, all of which may contribute to phenotypic plasticity of malaria parasite prior and during the invasion process.

To assess the relationship between the SCTS-driving transcriptional variation and genetic diversity, we identified 284 single nucleotide polymorphisms (SNPs) represented in 50% of the isogenic or non-isogenic schizonts population and were used for the analysis of the genetic population structure (refer to *Methods*). The majority of these 284 SNPs occurred at a low allele frequency in both schizonts groups (Supplementary Fig. 7a). Upon further relaxing of the stringency criteria, 3459 SNPs could be detected however majority of these exhibited very low representation rate in the population and were excluded from the analysis (Supplementary Fig. 8a). A Principal Component Analysis (PCA) using the highly represented 284 SNPs revealed that the 271 non-isogenic cells segregated into three clusters by the top two principal components (PCs), whereas the 79 isogenic cells overlaid with only two of these clusters suggesting that the founding cell of the isogenic population originated from either of those clusters (Supplementary Fig. 7c). Interestingly, the distribution of SCTS 1,3,4 and 6 showed bias to one of the three genetic clusters for non-isogenic parasites (hypergeometric *p* < 0.0001), suggesting that genetic factors may partially drive and/or underlie transcriptional differentiation of these sub-populations (Supplementary Fig. 7d). All other SCTSs showed similar distribution across the three genetic clusters indicating that the observed transcriptional differentiation is not driven by the (exonic) SNP profile of those parasites. However, we cannot exclude the possibility that other more subtle genetic variations in other regions (such as promoter/intergenic regions) that were beyond detection of the scRNAseq analysis may interline these transcriptional subpopulations. Notably, several of the SNPs showed concentration in a small number of genes involved in host-parasite interactions (Supplementary Fig. 8b and Supplementary Data 8).

### Stochastic expression of highly variable genes in *P. falciparum* schizonts

Further inspection of our data suggested a presence of a small but distinct set of genes with fundamentally broader transcriptional differences indicating stochastic mRNA variations. To study this further, we quantified transcriptional variability of individual genes by assigning a variability index score (VIS) calculated as the SD of z-score per gene with respect to PfRNAdil (Fig. 3a). To circumvent transcriptional variability arising from age/developmental differences between individual cells, we focused on analyzing the late stage schizonts (i.e. ~44 HPI group consisting of SCTS 1, 4, 5, 6, 7) which belonged to a common pseudotime interval (Fig. 3a inset and Supplementary Fig. 6). In this group of schizonts, several invasion genes such as *msp1* (PF3D7_0930300)*, msp3* (PF3D7_1035400)*, msp7* (PF3D7_1335100)*, rh5* (PF3D7_0424100)*, eba175, eba181* (PF3D7_0102500) and *ama1* (PF3D7_1133400) exhibited a high VIS (Fig. 3a). This suggests variable level of expression of crucial invasion gene transcripts in mature schizonts at similar developmental stage. In addition to the invasion genes, we found genes involved in other essential cellular functions such as nutrient/protein export (PF3D7_1471100 or exported protein 2), organelle segregation and cytokinesis (PF3D7_1246200 or actin I) and egress (PF3D7_1337800 or calcium dependent kinases 5), also exhibited high VIS (Supplementary Data 3).

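A variability index was computed per gene as the SD of log2 FPKM over late non-isogenic cells divided by its SD over the non-isogenic PfRNAdil, each over the libraries with a value. Genes needed a value in more than 10 PfRNAdil and in at least 10 cells. The SCTS assignments of cells are not used here, so all filtered cells with an estimated age of at least 44 HPI were taken (127 cells at 44 HPI and 1 at 46 HPI), where the paper used 118 cells. Of 1576 genes, 576 had an index above 1, and the median was 0.866. The gene msp1 (PF3D7_0930300, chromosome 9 from 1201812 to 1206974) had an index of 1.59, with an SD of 3.10 over cells and 1.95 over 49 PfRNAdil. For msp3 (PF3D7_1035400, chromosome 10 from 1404195 to 1405259) it was 2.23, rank 17 of 1576. The index was 1.95 for msp7 (PF3D7_1335100), 1.38 for rh5 (PF3D7_0424100), 1.22 for eba175 (PF3D7_0731500), 1.18 for ama1 (PF3D7_1133400) and 1.05 for eba181 (PF3D7_0102500), with rank 500 of 1576. Within single batches the index went from 1.08 to 5.27 for msp1, from 0.933 to 3.43 for ama1 and from 1.51 to 2.23 for eba181. With each batch centred it was 2.06 for msp1 and 1.84 for eba181, and higher than without centring for 9 of 10 genes (the 7 given here, actin I and cdpk5, but not exp2), while the median of all genes was 0.902. With the SD of PfRNAdil expected at the mean expression of the cells, the index of msp1 fell below 1, to 0.876. The index of eba181 was 0.965 with all filtered cells. Across the 1576 genes, which are not independent replicates, the SD of PfRNAdil rose with mean expression in PfRNAdil (Spearman rho 0.678), and the index here and the paper's VIS had a Pearson r of 0.776 and a Spearman rho of 0.779. Taking PfRNAdil as the technical spread, the paper proposes that transcripts of invasion genes vary between mature schizonts of similar age. It also reports RNA-FISH and quantitative RT-PCR for several of these genes, which FPKM values do not hold.

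**Figure D1:**
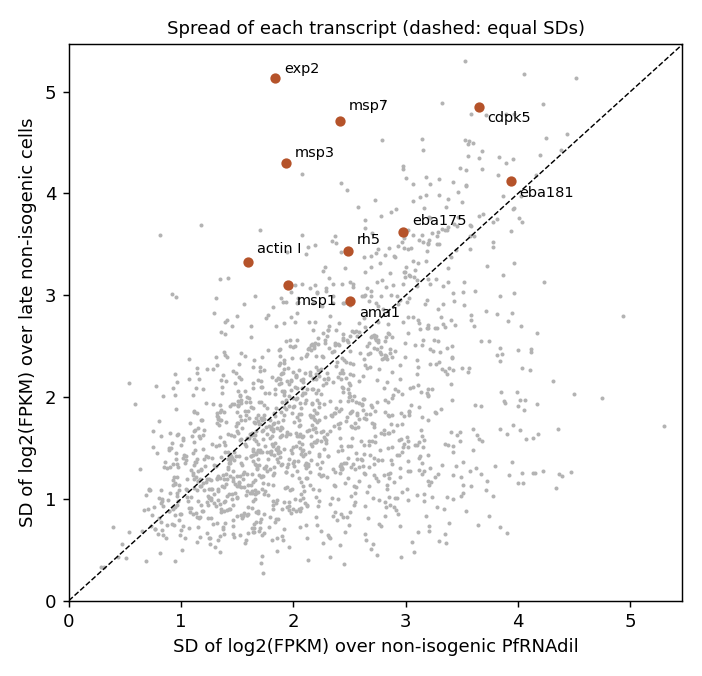
SD of log2 FPKM of each of 1576 transcripts over late non-isogenic cells (vertical axis) against its SD over non-isogenic PfRNAdil (horizontal axis). Each grey point is a transcript, orange points are the named genes, and the dashed line marks equal SDs. Points above the line have a variability index above 1, as for 576 transcripts.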

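In the same late non-isogenic cells, the index was 2.80 for exp2 (PF3D7_1471100, rank 7 of 1576), 2.09 for actin I (PF3D7_1246200, rank 23) and 1.33 for cdpk5 (PF3D7_1337800). Within single batches it lay between 1.73 and 6.10 for exp2, between 1.94 and 3.12 for actin I and between 1.5 and 2.7 for cdpk5. The 5 highest indices were those of PF3D7_0700100 (4.41), PF3D7_1437200 (3.99), PF3D7_1149100 (3.30), PF3D7_0914200 (3.29) and PF3D7_0113600 (3.14), each with a value in 11 to 16 PfRNAdil.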

**Fig. 3:**
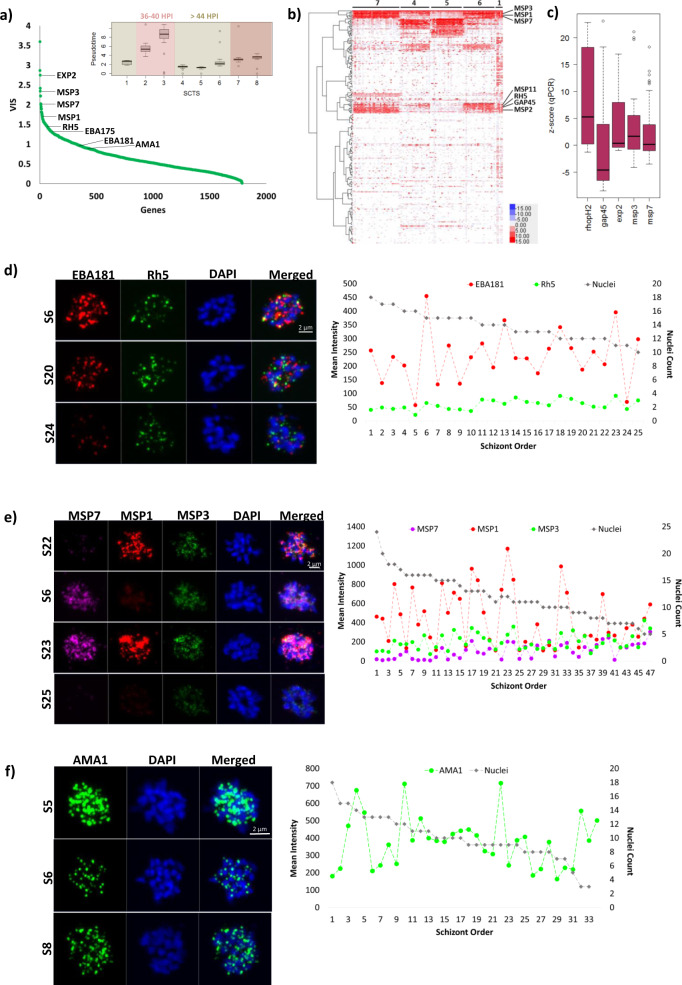
Stochastic Gene Expression in *P. falciparum* Schizonts. **a** A graph showing variability index score (VIS) of individual genes in non-isogenic schizonts (*n* = 271 1-cell) belonging to similar pseudotime interval (i.e. SCTS 1,4,5,6,7 (*n* = 118 1-cell) in inset) with key invasion genes labelled. Only genes expressed in more than 10 PfRNAdil were considered to avoid artificially inflated VIS. **b** A heatmap showing expression of HVGs (log2FPKM) in non-isogenic schizonts with genes of interest labelled. Higher and lower expression (log2FPKM) is shown in red and blue respectively. **c** A boxplot showing z-score calculated from Ct values for each gene transcript measured in single schizonts (*n* = 16 for *rhop2*, *exp2;* *n* = 38 for *msp3, msp7, gap45*) and *Pf*RNAdil by qRT-PCR. Median Ct is shown as black line. Primer sequences are provided in Supplementary Data 6. Confocal microscopy images and line graphs showing transcript levels of **d** *eba181*, *rh5*, **e** *msp1, msp3, msp7* and **f** *ama1*, in individual schizonts. Representative images of single 3D7MR4 schizonts stained for **d** *eba181* (red) and *rh5* (green), and, **e** *msp1* (red), *msp3* (green) and *msp7* (purple) and **f** *ama1* (green) transcripts using customised RNA probes are shown on the left. S6, S20, S24 and S6, S22, S23, S25 and S5, S6, S8 refers to the schizont order in the line graph for **d**–**f** respectively for which the image is shown. Parasite nuclei were stained with DAPI. Between 30 to 50 schizonts were imaged from one RNA-FISH experiment for each combination of probes. Line graphs on the right-hand side show the mean intensity quantified for each gene transcript in individual parasites using the ZEN 3.0 (blue edition ZEN lite) software. Source data are provided as a Source Data file. All box plots show centre line as median, box limits as upper and lower quartiles, whiskers as minimum to maximum values.

The functional analyses of the SCTS (previous section) indicated that genes involved in the merozoite invasion exhibit particularly high levels of cell-to-cell variation at the schizont stage. To identify statistically significant HVGs, we applied the F-test analysis comparing 1-cells versus PfRNAdil (*p* < 0.05 and SD 1-cell>SD PfRNADil) for schizonts belonging to SCTS 1,4,5,6 and 7 (with similar pseudotime interval) to determine stochastic gene expression amongst 1-cells compared to PfRNAdils^47^ (Fig. 3b and Supplementary Fig. 6). 

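The paper's list of highly variable genes in Supplementary Data 4 has 125 genes that met the minimum numbers of PfRNAdil and cells. Their median index in late non-isogenic cells was 1.62, and all of them were above 1 except PF3D7_0504800 (0.744) and PF3D7_1427100 (0.822), which are named after their values were seen. In 10000 random lists of the same size and similar mean expression the median was 1.07, and the list stood at percentile 100 of them. The list was chosen by the authors on these same libraries, so this is not independent evidence. With the SD of PfRNAdil expected at the mean expression of the cells, the median of the list was 1.11, at percentile 98.3. The median of random lists was then 1.05, and 83 of the 125 listed genes were above 1. No F-test per gene was made here, since it would take cells as replicates.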

As shown in Fig. 3b, invasion genes previously found to have high VIS (such as *msp1, msp3, msp7*, *rh5*) exhibited stochastic expression amongst late stage non-isogenic schizonts (Supplementary Data 4). A similar trend was observed in the isogenic schizonts as well, where invasion genes encoding for rhoptry associated proteins (*rap1* (PF3D7_1410400)*, rap2* (PF3D7_0501600), *rap3* (PF3D7_0501500)*, rhopH2* (PF3D7_0929400)*, rhopH3* (PF3D7_0905400)) and merozoites surface proteins (*msp1, msp3, msp4* (PF3D7_0207000), *msp* (PF3D7_1035600)) were found to be highly variable within the 40 HPI and/or 44 HPI age groups (Supplementary Data 5). 

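For the isogenic population, the index was computed against the 10 isogenic PfRNAdil, over 30 filtered cells of at least 44 HPI and over 38 cells of 40 HPI, for genes with a value in at least 5 PfRNAdil. The 30 cells, called 44 HPI below, hold 16 at 44 HPI and the others at 46 to 52 HPI, with 8 at 52 HPI. Their spread is therefore not that at a single age. At 44 HPI it was 4.29 for rap1, 4.71 for rap2, 2.84 for rap3, 4.00 for rhopH2 and 2.44 for rhopH3. At 40 HPI it was 1.82 for rap1, 2.53 for rap2, 1.60 for rap3, 0.722 for rhopH2 and 0.711 for rhopH3, and 2.43 for msp (PF3D7_1035600). The paper lists rhopH3 at 44 HPI only. The transcript of msp4 (PF3D7_0207000) had too few values in PfRNAdil or cells. So had that of msp at 44 HPI, the age at which the paper lists it, and its index at 40 HPI rests on 12 cells and 5 PfRNAdil. Leaving out 1 PfRNAdil moved some of the indices given here. Without B6_G5, the index of rhopH3 was 3.69 at 44 HPI and 1.08 at 40 HPI, and without B6_G6, that of rap3 was 4.37 and 2.46. Against the 49 non-isogenic PfRNAdil, the indices of rap1, rap2 and rap3 at 40 HPI were 0.643, 0.896 and 0.994. The genes of Supplementary Data 5 that met the minimum had a median index of 2.67 at 44 HPI (55 genes; random lists 1.31) and 2.91 at 40 HPI (33 genes; random lists 0.984). With the expected SD of PfRNAdil, an alternative chosen after seeing the data, these medians were 1.25 and 1.20, at percentiles 87.7 and 90.2 of random lists.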

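In isogenic cells of at least 44 HPI, the index was 2.76 for msp1, 2.81 for msp3, 2.41 for msp7 and 2.23 for gap45. In those of 40 HPI it was 0.675 for msp1, 1.49 for msp3, 0.759 for msp7 and 1.25 for gap45. The paper lists these genes for isogenic cells at 44 HPI and not at 40 HPI. The index of gap45 (PF3D7_1222700, chromosome 12 from 918722 to 919336) in late non-isogenic cells was 1.43, and 0.914 with the SD of PfRNAdil expected at the mean expression of the cells. Under the same alternative at 40 HPI, msp3 had 0.710 and gap45 0.684.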

Crucially, genes such as *msp1, msp3*, *msp7* and *gap45* (PF3D7_1222700) were found to be highly variable in both the non-isogenic and isogenic schizonts.

In addition to invasion related genes, genes involved in diverse cellular functions, such as, exported protein 2 (*exp2*), histone 4 (PF3D7_1105000), actin I, folate transporter 1 (PF3D7_0828600), ring exported protein 1 (PF3D7_0935900) and ring exported protein 3 (PF3D7_0936300) were also highly variable between single non-isogenic schizonts (Supplementary Data 4). Similarly, non-invasion genes presenting somewhat different set of functionalities such as erythrocyte vesicle protein 1 (PF3D7_0410000), malate dehydrogenase (PF3D7_0618500), peroxiredoxin (PF3D7_1027300), endoplasmic reticulum calcium binding protein (PF3D7_1108600 or *pferc*), calcium dependent protein kinase 1 (PF3D7_0217500 or *cdpk1*), etc. showed highly variable expression amongst isogenic schizonts (Supplementary Data 5). 

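In late non-isogenic cells the index was 1.59 for histone 4, 2.27 for folate transporter 1, 1.35 for ring exported protein 1 and 1.62 for ring exported protein 3. The last of these rests on 13 cells and 12 PfRNAdil, and log2(FPKM+0.1) over all libraries gave 0.852. For histone 4, the SD of PfRNAdil expected at the mean expression of the cells gave 0.688.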

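In isogenic cells, the index at 44 HPI was 1.96 for erythrocyte vesicle protein 1, 2.66 for peroxiredoxin, 0.420 for pferc and 2.45 for cdpk1. At 40 HPI it was 2.91 for erythrocyte vesicle protein 1, 1.85 for peroxiredoxin, 1.82 for pferc and 1.61 for cdpk1. The paper lists peroxiredoxin and cdpk1 at 44 HPI only, and pferc and malate dehydrogenase at 40 HPI only. The index of 24.6 for malate dehydrogenase at 40 HPI rests on 6 PfRNAdil. It was 40.4 without B6_H5, and 2.26 with the expected SD of PfRNAdil, an alternative chosen after seeing the data. Against the 49 non-isogenic PfRNAdil, the indices of erythrocyte vesicle protein 1 at 44 HPI and of peroxiredoxin and cdpk1 at 40 HPI were 0.785, 0.888 and 0.925.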

Interestingly, two of the HVGs in our dataset, i.e. AP2 transcription factor (PF3D7_0420300), and, a putative long chain polyunsaturated fatty acid elongation enzyme (PF3D7_0605900) were also previously reported to have variable expression levels in bulk RNA sequencing of 3D7 schizonts^48^. 

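The AP2 transcription factor PF3D7_0420300 had an index of 1.58 in late non-isogenic cells, and 0.869 with the SD of PfRNAdil expected at the mean expression of the cells. The elongation enzyme PF3D7_0605900 had an index of 2.02, from 70 cells and 48 PfRNAdil.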

Taken together, here we identified a small but significant group of genes with fundamentally higher levels of cell-to-cell transcriptional variations that is far beyond differential mRNA levels underlying the HPI projections (Supplementary Fig. 9). Enrichment of invasion genes in this category (along with other functionalities) suggests that maintaining stochastic expression of these genes is crucial (hence conserved) presumably to ensure successful productive invasion across variable host cell surface receptor repertoire/environments. Maintenance of HVGs even within the isogenic population (presumably devoid of fundamental genetic variations) suggests a role of epigenetic factors in these processes. Indeed, the presence of multiple *var* genes, *rifins* and *surfin*s amongst the HVGs in non-isogenic schizonts only supports this concept given their association with a key epigenetic factor HP1, characterizing heterochromatin regions of the *P. falciparum* genome^49^.

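Family members could be told only from the genes that the paper's text and tables describe as such, which gave 60 var genes (7 of them pseudogenes), 20 rifin and 26 phist genes. Most of these tables rest on these same libraries, so the lists favour members expressed or variable in them. In late non-isogenic cells, 53 var transcripts met the minimum numbers of PfRNAdil and cells, with a median index of 1.11. Supplementary Data 4 lists 17 of the 60 var genes, of which 11 met the minimum, and 11 of the 20 rifin genes, none of which did. It is itself a source of the lists, so these counts do not give a share of the whole family. Paralogs in these families could share reads, although reads that map to more than 1 place were left out by the authors.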

### RNA-FISH and RT-PCR validations of highly variable gene expression in individual schizonts

To gain a stronger confidence in the derived MALBAC method, we experimentally validated the detected stochastic expression for a subset of the HVGs using gold standard method RNA fluorescence in situ hybridization (RNA-FISH) and quantitative reverse transcription PCR (qRT-PCR). The HVG status for *msp3, msp7, gap45*, *rhop2* and *exp2* was confirmed by qRT-PCR and/or RNA-FISH (Fig. 3c and Supplementary Fig. 10). Next, RNA-FISH was performed on individual schizonts by labeling these with *eba181* and *rh5* specific ViewRNA™ probe sets simultaneously (refer to *Methods*), and transcripts levels were quantified through confocal microscopy imaging. As shown in Fig. 3d, *eba181* transcript intensity shows high variability between individual schizonts, whereas, *rh5*, which is known to be essential for 3D7 invasion^50^, showed considerably lower variability in mRNA levels between individual schizonts. Using a triple labeling protocol, RNA-FISH detected variable degree of transcriptional variability with large variations in the *msp1* signal followed by smaller but still significant fluctuations of *msp3* and *msp7* signal measured in individual schizonts simultaneously (Fig. 3e). Finally, RNA-FISH uncovered considerable cell-to-cell variability of *ama1* mRNA levels (Fig. 3f), which also showed a relatively high VIS (Fig. 3a). This is somewhat contradictory to the “absolute” essentiality of *ama*1, *rh5* and *msp1* for invasion found in previous studies^50–60^ making them one of the top candidates for malaria invasion blocking vaccine. Interestingly, while the RNA-FISH of *ama1, rh5* and *msp1* exhibited significant transcript variability, in no analyzed schizonts this signal was completely abolished. This suggests that even the highly essential genes can exhibit cell-to-cell variation in gene expression; albeit with non-zero low levels that are still sufficient for the parasite invasion. Overall, these results not only provide experimental validation for the HVG status of these genes but also substantiate the MALBAC-based analyses of stochastic gene expression in *P. falciparum* schizonts presented in this study.

### Single cell transcription of host-parasite interaction factors

Variant expression of surface exported proteins encoded by gene families such as *var*, *rifin* and *phist* has long been of interest due to their immunogenic, host cell remodeling and cytoadhesive properties, essential for parasite survival during asexual blood stages^15,36,61–63^. As such, understanding cell-to-cell variation patterns of their individual members may shed more light into their biological relevance. Indeed, our results showed that these three families have fundamentally different transcriptional profiles suggesting their distinct roles in host-parasite interactions (Fig. 4a–f). For the *var* gene family, which is believed to be expressed in a mutually exclusive manner, we identify 72 and 62 members out of 105 *var* transcripts (including pseudogenes) expressed at more than 10 FPKM (normalized sequencing reads expressed as fragments per kilobases per million), in the non-isogenic and isogenic parasite populations, respectively. 

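Of the 60 var genes that could be identified, 60 were above 10 FPKM in at least 1 non-isogenic cell and 53 in at least 1 isogenic cell. Members outside this list were not counted, so the numbers are not over the whole family. The list comes largely from tables made on these same libraries, so it favours expressed members. In the 49 non-isogenic PfRNAdil, 45 of the 60 were above 10 FPKM in at least 1 library. With a threshold of 200 FPKM, 28 were found in isogenic cells, the largest move under the alternatives.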

In the non-isogenic schizonts, we found two members, PF3D7_937800 and PF3D7_0400200 detected at the highest frequency in 28.5% and 27.8% of single cells respectively (Fig. 4a). In contrast, the isogenic parasites expressed one dominant *var* gene transcript, PF3D7_937800, at a frequency of 56.7% followed by PF3D7_0400200 and PF3D7_0400100, expressed at 27.8% and 22.7% respectively. This is consistent with the presumed mutual exclusivity suggesting that PF3D7_937800 was the dominant transcript in the “founding cell” of the isogenic population and is still dominant in more than half of the cells. 

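PF3D7_0937800 (chromosome 9 from 1495579 to 1503336) was above 10 FPKM in 83 of 295 non-isogenic cells, or 28.1% (95% interval 23.1 to 33.6%), and between 20% and 33.3% within the batches. PF3D7_0400200 (chromosome 4 from 38955 to 40154), annotated as a pseudogene, was found in 82 cells (27.8%, 22.8 to 33.3%), and PF3D7_0500100 in 57 (19.3%, 15.0 to 24.3%). At any FPKM, the most frequent var transcript was PF3D7_0400100, in 72.5% of cells. In the non-isogenic PfRNAdil, PF3D7_0937800 was above 10 FPKM in 15 of 49 libraries (30.6%, 18.3 to 45.4%), from 0% in batch 2 to 58.3% in batch 5.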

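In the 97 isogenic cells, PF3D7_0937800 was above 10 FPKM in 55 cells (56.7%, 95% interval 46.3 to 66.7%), PF3D7_0400200 in 27 (27.8%, 19.2 to 37.9%) and PF3D7_0400100 in 22 (22.7%, 14.8 to 32.3%). The interval of PF3D7_0937800 does not overlap the pooled one in non-isogenic cells, while batch and population cannot be told apart. Among the single non-isogenic batches, it overlaps that of batch 3 alone (20.3 to 47.1%). Above 100 FPKM it was found in 29.9% of isogenic and 8.47% of non-isogenic cells. It was above 10 FPKM in 6 of the 10 isogenic PfRNAdil. Ribosomal RNA took a lower share of the summed FPKM in isogenic cells, and the shares given here were not rescaled for it. The paper proposes that the transcript of PF3D7_0937800 dominated in the founding cell of the clone.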

The two other high-frequency *var* genes (PF3D7_0400200 and PF3D7_0400100) likely represent early switches that expanded in the isogenic population within the 14 generations. 

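Exactly 1 of the 60 var transcripts was above 10 FPKM in 53 of 295 non-isogenic cells (18.0%, 95% interval 13.8 to 22.8%) and in 31 of 97 isogenic cells (32.0%, 22.9 to 42.2%). Several were found in 71.5% of non-isogenic cells (66.01 to 76.6%) and in 53 isogenic cells (54.6%), and none in 31 and 13 cells. Cells with 1 or none of the listed transcripts may hold others outside the list. Non-isogenic cells had a mean of 4.36 and a median of 3 var transcripts, with batch means of 4.80, 5.38, 7.60, 2.67 and 2.71, and isogenic cells a mean of 2.76 and a median of 2. The highest numbers were 49 and 44 transcripts, and 18 non-isogenic and 2 isogenic cells had more than 10. The share of non-isogenic cells with several var transcripts moved most with the threshold, to 11.5% above 200 FPKM. In the non-isogenic PfRNAdil, a dilution of pooled RNA, the median was also 3 and 37 of 49 libraries (75.5%) held several, so the share in cells was not above that in PfRNAdil.

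**Figure D2:**
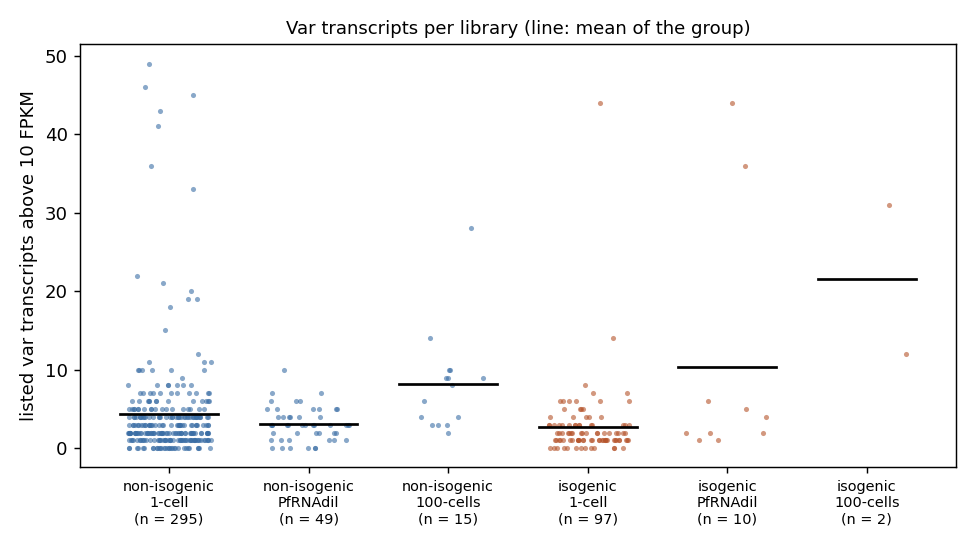
Number of the 60 listed var transcripts above 10 FPKM (vertical axis) in each library of the 6 groups (horizontal axis). Each point is a library, shifted sideways at random, and the line is the mean of the group. The highest point is at 49 among non-isogenic cells, and at 44 among isogenic cells and among isogenic PfRNAdil.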

Even though a single *var* transcript was detected in 17% and 28% of non-isogenic and isogenic cells respectively, a considerable proportion of cells expressed more than one (2–10) *var* transcripts (Fig. 4b). Nonetheless, most of these multiple *var* transcripts are expressed at low levels with a relatively tighter distribution for higher FPKM levels. This suggests that while many cells indeed express one dominant *var* transcript, a significant proportion of parasite cells express additional members. 

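Among the values above 10 FPKM of var transcripts, the median was 42.4 FPKM in non-isogenic and 57.8 FPKM in isogenic cells. Values up to 50 FPKM made up 53.3% and 45.5% of them, and values above 200 FPKM 18.0% and 21.6%. In cells with several var transcripts, the highest took a median of 60.3% of their summed FPKM in non-isogenic and 63.7% in isogenic cells. The median was 62.7% in non-isogenic PfRNAdil and 40.3% in the 8 isogenic PfRNAdil with several. From these levels the paper proposes that many cells express 1 dominant var transcript and that a proportion express additional members.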

As a comparison, we observed low expression of certain *var* transcripts (~ <50 FPKM) in late asexual stage time points in the bulk 3D7 intraerythrocytic developmental cycle (IDC) reference transcriptome^42^ as well (Supplementary Fig. 11).

**Fig. 4:**
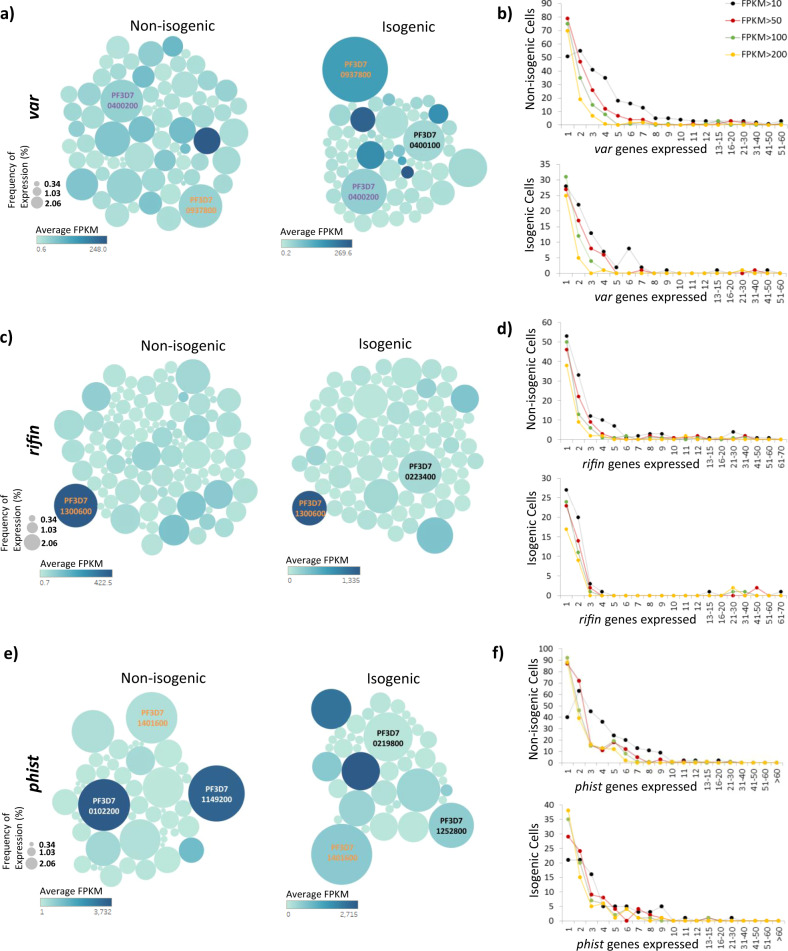
Transcriptional profile of variant surface antigen encoding genes. Bubble plots depicting the frequency of expression and average expression (FPKM) for **a** *var*, **c** *rifin* and **e** *phist* genes in both non-isogenic and isogenic schizonts with same gene IDs highlighted in same colour in the two parasite groups. A distribution of number of **b** *var*, **d** *rifin* and **f** *phist* transcripts expressed per cell is shown as a line plot for non-isogenic and isogenic parasites. Different colours represent the distribution of transcripts expressed above 10 (black), 50 (red), 100 (green) or 200 (yellow) FPKM in individual schizonts. Source data are provided as a Source Data file.

In contrast, the *rifin* gene family exhibited a much more restricted expression pattern both in the non-isogenic and isogenic populations. Most *rifin* expressing schizonts had only 1–2 *rifin* transcripts expressed at high levels. This indicates that in schizonts, *rifin* encoding genes are more tightly regulated compared to the *var* genes (Fig. 4c, d). 

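Of the 20 rifin genes that could be identified, exactly 1 was above 10 FPKM in 58 of 295 non-isogenic cells (19.7%) and at least 2 in 45 (15.3%), and 82 cells held 1 or 2. In the isogenic population, 33 of the 36 cells with any listed rifin transcript above 10 FPKM held 1 or 2. The highest number in 1 cell was 15 in the non-isogenic and 13 in the isogenic population. Since rifin genes outside the list were not counted, the numbers per cell are lower bounds. Cells counted here with 1 or 2 may hold more, so these shares are not over the whole family.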

First, 102 and 87 out of 185 *rifin* transcripts (including pseudogenes) were detected at >10 FPKM in at least one of the non-isogenic and isogenic cells, respectively. Out of these PF3D7_1300600 was expressed at the highest frequency of ~12% in non-isogenic parasites. 

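All 20 of the listed rifin genes were above 10 FPKM in at least 1 non-isogenic cell, as were 15 of them in isogenic cells, and 8 in the filtered isogenic cells. The list favours members expressed in these libraries, so these counts do not speak for the whole family.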

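PF3D7_1300600 (chromosome 13 from 54067 to 55259) was above 10 FPKM in 34 of 295 non-isogenic cells (11.5%, 95% interval 8.12 to 15.7%), from 2.78% in batch 5 to 26.9% in batch 3. It was found in 5 of the 49 non-isogenic PfRNAdil (10.2%). At any FPKM it was detected in 43.7% of these cells. The next most frequent listed rifin transcripts in non-isogenic cells were PF3D7_0900500, in 22 cells (7.46%, 4.73 to 11.1%), and PF3D7_0937400, in 18 (6.10%, 3.66 to 9.47%).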

After the isogenic clone expansion, a new *rifin* gene, PF3D7_0223400, gained a slight dominance being expressed in ~14% cells while the original PF3D7_1300600 dropped in its frequency to ~9%. 

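In isogenic cells, PF3D7_0223400 was above 10 FPKM in 12 of 97 (12.4%, 95% interval 6.56 to 20.6%), compared with 4 of 295 non-isogenic cells (1.36%, 0.371 to 3.44%). Batch and population cannot be told apart. Ribosomal RNA took a median of 8.16% of the summed FPKM in isogenic and 44.9% in non-isogenic cells. A threshold of 10 FPKM is therefore not equal in both, and these shares were not rescaled. PF3D7_1300600 and PF3D7_1300200 were each found in 7 isogenic cells (7.22%, 2.95 to 14.3%). For PF3D7_1300600 this is an interval that overlaps that in the non-isogenic population.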

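The second most frequent of the listed rifin transcripts in isogenic cells was PF3D7_0401600, above 10 FPKM in 9 of 97 cells (9.28%, 95% interval 4.33 to 16.9%). In non-isogenic cells it was found in 12 of 295 (4.07%, 2.12 to 7.00%).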

In both groups, the remaining *rifin* transcripts were expressed in less than 11 % of the population with only slight variations between the non-isogenic and isogenic cell populations. Comparatively, we observed low to medium expression of few *rifin* transcripts such as PF3D7_0900500, PF3D7_1300600 and PF3D7_1200500 in bulk 3D7 IDC reference transcriptome^42^.

On the contrary, *phist* encoding genes showed expression in relatively larger proportion of schizonts. 

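Among the 26 listed phist genes, PF3D7_1149200 was above 10 FPKM in 45.4% of 295 non-isogenic cells (95% interval 39.6 to 51.3%), PF3D7_0102200 in 114 (38.6%, 33.1 to 44.5%) and PF3D7_1401600 in 112 (38.0%, 32.4 to 43.8%). In isogenic cells PF3D7_1401600 was found in 51 of 97 (52.6%, 42.2 to 62.8%), PF3D7_0219800 in 33 (34.0%, 24.7 to 44.3%) and PF3D7_1252800 in 28 (28.9%, 20.1 to 39.0%). PF3D7_0102200 was above 10 FPKM in 47 of the 49 non-isogenic PfRNAdil (95.9%), and PF3D7_1149200 in 41 (83.7%). The threshold moved these shares most. At any FPKM, PF3D7_1401600 was detected in 90.5% of non-isogenic and in 100% of isogenic cells.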

Expression of PF3D7_1149200, PF3D7_0102200 and PF3D7_1401600 was most frequent in non-isogenic schizonts at ~45 %, ~38% and ~37% as compared to PF3D7_1401600 (52%), PF3D7_0219800 (34%) and PF3D7_1252800 (28%) in isogenic parasites. Taken together, these data indicate that transcriptional patterns of the *rifin* and *phist* genes undergo only slight shifts upon clonal expansion thus distinguishing these from *var* genes whose mutually exclusive expression is believed to be a key aspect of immune evasion. Interestingly, only a handful of *rifin* genes appear to be expressed in an individual cell, which suggests their redundant biological roles. Conversely, simultaneous expression of a higher proportion of the *phist* gene family may indicate a functional diversification of the individual members most (if not all) of which are required for survival of an individual cell. The ability to change their expression profile after clonal expansion of the parasite population implicate the *rifin* and *phist* gene family in phenotypic plasticity of the malaria parasites as well.

## Discussion

Single cell transcriptomics is a fast-evolving research tool bringing broad and deep understanding of essentially all studied biological systems^13,14,25,64–68^. Without exception, the human malaria parasite has also been a subject of scRNAseq studies in the recent years^26,28–31,69,70^. One of the main achievements was the assembly of the *Plasmodium* cell atlas delineating single cell transcriptomic pattern for essentially all developmental stages of the entire *P. berghei* life cycle, in general^29^. Here, the scRNAseq methodologies were well suited to compare developmental stages to each other and by that to refine differential transcriptional patterns, previously analysed by “bulk” approaches^71–74^. In this study, we wished to complement the previous approaches by focusing on a single developmental stage, to characterize stochastic gene expression as a potential mechanism for parasite phenotypic adaptation. This was done by MALBAC-based WTA that provides an alternative scRNAseq methodology that is more suitable for such studies. In addition to parasite optimised MALBAC presented here, more recently published methodologies, such as, SMARTseq3^75^ and MALBAC-DT^76^ which utilize unique molecular identifiers for mRNA quantification, may be tested as an alternate strategy to study cell-to-cell stochastic variations in future studies.

Using MALBAC based WTA, we studied the schizont stage whose main purpose in the overall *Plasmodium* life cycle is to mature the invasive forms, merozoite, that facilitate parasite proliferation by invading fresh erythrocytes to initiate a new IDC. Here we identify numerous invasion antigens such as *msp1, msp3, msp7, rh5, rhopH2*, *rhopH3, rap1* and *rap3* amongst the HVGs. Our results are consistent with previous studies of transcriptional variation in RBC invasion and merozoite ligands genes in clinical isolates^77,78^. For example, a study on Kenyan patients has shown that distinct clusters of invasion genes are expressed in different isolates^79^ suggesting usage of diverse host erythrocyte receptors by epidemiologically relevant *P. falciparum* strains. Additionally, clonally variant expression of merozoite invasion ligands has been demonstrated before for *eba140, rh4* and *rhopH1* and is thought to be epigenetically regulated^18,80–82^. Upon investigation of the *eba* and *rh* gene families in our dataset, we found two co-expression groups; firstly, *rh2a* (PF3D7_1335400), *rh2b* (PF3D7_1335300), *rh5* along with *msp1, msp3, msp7* and *gap45* transcripts, and, secondly, *rh1* (PF3D7_0402300)*, rh4* (PF3D7_0424200)*, eba140* (PF3D7_1301600)*, eba175* and *eba181* transcripts. This corresponds to both sialic acid (SA) independent and SA dependent invasion pathways being expressed in individual schizonts^83,84^. 

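Co-expression was computed over the 271 filtered non-isogenic cells as the Pearson correlation of log2(FPKM+1), centred within each batch. The mean correlation was 0.483 over the 21 pairs of the first group, 0.670 over the 10 pairs of the second group and 0.195 over the 35 pairs between them. Of the first group, rh2a, rh2b and rh5 had a higher mean correlation with the second group (0.582, 0.583 and 0.560) than with the other members of their own (0.503, 0.504 and 0.470), and the other 9 genes a higher one with their own group. The mean within groups minus the mean between them was 0.348, and between 0.305 and 0.392 in the single batches. With Spearman's rho it was 0.312, and in cells of at least 44 HPI 0.498, the largest move. The genes rh2a and rh2b are paralogs whose reads the counting could have split. The groups were found by the authors in these same libraries, so this is not an independent test. The paper states that the groups correspond to invasion pathways with and without sialic acid.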

All these findings indicate that maintenance of variable levels/multiple combinations of invasion transcript repertoire in the population, could afford phenotypic plasticity in scenarios of RBC receptor heterogeneity and ligand-specific immune responses^78,85^. Results in this study suggest that the overall transcriptional variability of the invasion antigens occurs at the cellular level such that not all the invasion antigen are utilized by all cells within a given parasite population. Instead, different (sub)combinations of invasion factors may suffice for a single merozoite to invade a new host erythrocyte.

The observation of the stochasticity of merozoite invasion antigens made by this study could contribute significantly to the overall effort towards the development of an efficacious invasion-blocking vaccine, that up until now focused mostly on single candidate blood-stage vaccines such as MSP1, AMA1, Rh5, EBA-175, MSP2 or MSP3^86–91^. Our results suggest that cell-to-cell variability of expression for most of these antigens might underlay the low efficacies^92–97^ of these strategies reported in the past and that new strategies might require targeting several invasion factors simultaneously. This was previously considered by multi blood-stage antigen vaccine development efforts including the GMZ2 (consisting of conserved domains of GLURP and MSP3) and the MSP1/MSP2 or MSP1/MSP2/RESA triple antigen vaccine^98–100^. As such, multi-target approaches can capture large proportions of invading merozoites helping to overcome additional challenges of invasion blocking vaccines including extensive polymorphism of the surface antigens and the short timespan for which merozoites are exposed to the immune system that requires a very high antibody titre for efficient inhibition^86,87,101^. Indeed, multi-target approach is also considered by the recent alternative strategies utilizing parasite genomic information and reverse vaccinology to discover new blood-stage vaccine candidates^102–105^. Our data on HVGs and stochastic expression of several merozoite surface proteins transcripts can contribute to this by applying a ‘transcriptomics-to-vaccines’ approach. One of such crucial information generated in this study is represented by our discovery of significantly lower cell-to-cell variability of one of the key invasion antigen PfRH5; that contrasts many other antigens (Fig. 3d). Interestingly, PfRH5 is currently considered to have one of the highest potential as invasion vaccine target candidate, whose interaction with erythrocyte surface protein Basigin appears to be invariantly essential for invasion^50,55,56^. Our results strengthen this potential and provide future precedence for cross-referencing of single cell transcriptomics data for new malaria intervention strategies.

The generated high-resolution data set of scRNAseq also allowed us to investigate the set of highly polymorphic gene families, *var, rifin* and *PHIST*, that are also considered by vaccine developmental effort as targetable antigens in infected erythrocytes during *P. falciparum* IDC^106–110^. Specifically, the *pfemp1* (*var*) gene family, whose vaccines are based on a small subset of antigenic types associated with severe malaria^111^ or malaria in pregnant women^106,108^, showed expression of several *var* transcripts expressed at low frequencies across non-isogenic cells with several individual cells showing expression of more than one *var* transcript. This differential transcriptional pattern of *var* genes within a population may possibly contribute (in addition to sequence polymorphism) towards low efficacy of single candidate PfEMP1 vaccines. Furthermore, PfEMP1 variants which are found to be HVG in our dataset, such as, PF3D7_0425800 associated with severe malaria and proposed as an attractive vaccine candidate^111^, must be reconsidered carefully.

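The var transcript PF3D7_0425800 (chromosome 4 from 1156423 to 1167821) had an index of 1.87 in late non-isogenic cells, from 40 cells and 18 PfRNAdil. With single batches left out it lay between 1.53 and 3.24, the highest without batch 2.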

Previously, Duffy et al. have demonstrated that multiple *var* transcripts can be detected in single mature trophozoites^112^. Similarly, Chen et al. demonstrated that multiple *var* transcripts can be expressed in single ring-stage infected RBCs, however only one transcript is developmentally regulated to be selected for PfEMP1 expression on the surface of trophozoite infected host cell^113^. 

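Of the non-isogenic cells with more than 20 listed var transcripts above 10 FPKM, 6 were in the filtered set, with 21 to 45 var transcripts. The cell with 45 (B3_5d) has an estimated age of 6 HPI, which is not that of a schizont, and the highest of the others had 41 at 40 HPI (B3_4a). Pooled libraries held a mean of 8.13 (non-isogenic 100-cells), and the 2 isogenic 100-cells libraries held 12 and 31.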

Our data reveals for the first time that individual mature schizonts can express up to 10 *var* transcripts. Studies on cell population have demonstrated transcription of both multiple^114^ and single *var* genes^15,115^. Specifically, Taylor et al.^114^. suggest that multiple *var* gene maybe transcribed in a population however only a single full-length *var* transcript remains homogeneous in a population, suggesting possible premature degradation of other *var* transcripts before they can be translated. This could as well be the case in our data, where multiple *var* transcripts maybe present in individual cells contributing towards expression (FPKM) of multiple *var* transcripts possibly indicating potential precursors for *var* gene switching that was estimated to occur in ~2% of each generation^116,117^. Upon cross checking *var* gene expression in bulk 3D7 IDC reference transcriptome, we found expression of several *var* transcripts in schizonts at varying levels albeit lower than the expression in ring stages. The dynamic range of *var* gene expression across life cycle suggests that some of the *var* transcripts are indeed expressed in late stages however these levels are lower (but not necessarily zero) in comparison to ring stages (Supplementary Fig. 11).

In addition to surface antigen encoding genes and invasion genes, we also discovered variation in a wide range of other genes, such as, folate transporter 1, AP2 transcription factor, chromosome assembly factor 1 (PF3D7_0501800), histones, heat shock protein 101 (PF3D7_1116800), *exp2* and calcium-dependent protein kinases involved in key cellular functions, such as, transcription regulation, nucleosome assembly, nutrient/protein channel and parasite egress^118^. This suggests the presence of unique ‘transient’ transcriptional states of individual parasites in a population, some of which may be suitable in defence to antagonists or coping to fluctuating environments; a strategy known as bet hedging. 

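Heat shock protein 101 (PF3D7_1116800) had an index of 1.47 in late non-isogenic cells, from 95 cells and 46 PfRNAdil. The transcript of chromosome assembly factor 1 (PF3D7_0501800) did not reach the minimum number of PfRNAdil or cells.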

We propose that stochastic expression of diverse gene groups could be a potential mechanism underlying spontaneous adaptation of malaria parasites and future studies in *P. falciparum* parasites under perturbed growth conditions, such as, exposure to drugs, heat shock, nutrient starvation etc. are required to reveal novel mechanisms of phenotypic adaptation in malaria parasites.

Furthermore, in-depth analysis of the generated single cell transcriptomes revealed multiple “layers” of transcriptional variability in the blood stage schizonts of *P. falciparum*. Single schizonts segregated into 36–40 HPI and >44 HPI age groups along the pseudotemporal ordering for both non-isogenic and isogenic group. This is reminiscent of an intrinsic developmental checkpoint during the schizont development (~40 HPI) that is consistent with predicted transcriptional shifts during developmental progression, indicating rapid turning on or shutting down of broad transcriptional modules at once^28^. The existence of an intrinsic developmental checkpoint is also consistent with previous studies demonstrating that nuclear division during schizogony is asynchronous, where individual parasites follow autonomous nuclear division patterns^119,120^. Moreover, variable expression for several crucial biological pathways, such as, protein degradation^121–124^ and protein export (PTEX)^125–127^, which are prime antimalarial drug targets (e.g., proteasome inhibitors), were detected between SCTSs. We propose that our results on DE genes between SCTSs and HVGs can be cross-referenced when exploring future antimalarial drug targets to exclude genes which exhibit high variability (thus making an inefficient target).

In regards to parasite sub-populations, Poran et al. have previously reported segregation of 30, 36 and 42 HPI asexual NF54 *P. falciparum* cells into 11 clusters^69^, however, the authors attributed this segregation to the developmental progression of parasites by correlation to bulk-RNAseq time course. According to our results, isogenic schizonts did not show any sub-structure in the population despite having a similar developmental progression as non-isogenic cells, suggesting that cell-based transcriptional sub-structuring is mediated by cellular differentiation (and not only by cell cycle progression) involving various genetic and epigenetic factors that are known to contribute towards transcriptional (and phenotypic) variation^13,128^. Better understanding of the mechanisms underlying cellular divergence will undoubtedly improve our knowledge of malaria parasite phenotypic plasticity, which could aid considerably in the development of future malaria intervention strategies involving all drugs, vaccines and diagnostics.

In addition to stochastic gene expression, our results uncovered a broad spectrum of SNPs that appear to rise in individual cells in otherwise genetically coherent parasite populations. Curiously, in the isogenic parasites that were generated by a clonal expansion over 14 generations, we identified 1,185 exonic SNPs. This is apparently higher than the expected number of basal-level genomic SNPs in *P. falciparum*^129,130^, however, this is likely due to the fact that in this study we focused on the schizont specific genes that are overrepresented by factors of host-parasite interactions that are known to exhibit higher genetic variability^130^. Indeed, visual inspection of the SNPs identified in the isogenic parasites show their skewed distribution in multiple members of gene families involved in merozoite invasion including merozoite surface antigens (MSP), reticulocyte binding protein homologues (RH), cytoadherence-linked asexual proteins (CLAG) that are also known to be highly variable (Supplementary Data 8). A recently published single cell genomics study of *P. falciparum* parasites similarly revealed higher concentration of genetic variations in certain gene families such as *msp3* (1 SNP/12 bp) and *sera* (1 SNP/ 23 bp)^131^. Additionally, RNA-specific mutations that are known to be introduced erroneously during the transcription process in all eukaryotic systems cannot be ruled out and thus might account for some of the detected polymorphism in addition to the background genomic SNPs. Furthermore, isogenic cells were derived after short-term culturing for 28 days (14 generations) as compared to clonal parasite lines being cultured for long term ranging from ~100 to 1060 days for SNP identification in previous studies^129,130^. This could result in the capturing and detection of all the newly arisen early SNPs which haven’t yet been selected against and “diluted out” or eliminated from the culture. Overall, it is feasible to speculate that the increased number of SNPs in schizont specific genes goes hand in hand with the stochastic gene expression, both of which reflect the main focus of this developmental stage; the production of invasive merozoites for re-invasion of fresh host erythrocytes while evading the immune response when exposed to the blood plasma factors.

## Methods

### Experimental model

*P. falciparum* 3D7 strain was maintained in RPMI 1640 medium (Gibco) supplemented with Albumax I (Gibco) (0.25%), hypoxanthine (Sigma) (0.1 mM), Sodium bicarbonate (Sigma) (2 g/L), and gentamicin (Gibco) (50 μg/L) in 2% haematocrit at 37^o^C on shaker. Cultures were gassed with malaria gas (5% CO_2_, 3% O_2_, and 92% N_2_) after daily medium change. Freshly washed human RBCs were added to the culture every alternate day. Parasitemia and parasite morphology were assessed daily by microscopic examination of blood smears stained with Giemsa (1:10 dilution, Sigma). For synchronisation, ring stage culture were treated with 5% D-Sorbitol for 15 min with intermittent shaking. Treated culture were washed twice in culture media (2000 rpm, acc 9, brake 1) and resuspended in fresh medium.

### Single cell sorting

A sorbitol synchronised *P. falciparum* 3D7 schizont culture (40 to 44 HPI) was used for performing single cell sorting. 20 µl of infected RBCs (iRBCs) were washed in 1X PBS twice and stained with SYBR green dye (final dilution 0.2 x) for 30 min at 37 ^o^C in the dark. Next, the iRBCs pellet was washed >5 times with 1X PBS before final resuspension in 1X PBS solution ready for FACS. Uninfected RBCs were also stained in parallel as a control for gating strategy (Supplementary Fig. 15). iRBCs were sorted on BD FACSAria™ into 4 µl of lysis buffer (5x FS buffer = 100 µl, 0.1 M DTT = 25 µl, 10 mM dNTP= 25 µl, 40 U/ul RNaseOUT Inhibitor™ = 25 µl, GAT-dT Primer (100 µM) = 12.5 µl, H2O = 311.5 µl, Triton X114 = 1 µl) in 96 well plates, spinned briefly and processed immediately or stored at −80 ^o^C for later. BD FACSDiva™ software (8.0.1) was used for analysis.

### MALBAC whole transcriptome amplification

Single cell lysate obtained after FACS was subjected to reverse transcription and WTA using MALBAC protocol optimised for *P. falciparum* transcriptome. Briefly, single cells were collected in 4 µl of lysis buffer prepared as follows; 100 µl of 5X First Srand Buffer (Invitrogen), 25 µl of 0.1 M DTT, 25 µl of 10 mM dNTP, 25 µl of 40 U/L RNaseOUT Inhibitor™, 12.5 µl of 100 µM GAT-dT primer, 311.5 µl of nuclease free water and 1 µl of Triton X-114. Subsequently, cell lysate was exposed to 70 degrees for 90 s in a thermocycler. For reverse transcription 0.33 µl of SuperScript II, 0.07 µl of T4 gene32 and 0.05 µl of RNaseOUT inhibitor™ were added to the lysate and thermocycled at 4 °C, 2 min, 10 °C, 2 min, 20 °C, 2 min, 30 °C, 2 min, 40 °C, 2 min, 42 °C, 50 min, 70 °C, 15 min and finally maintained at 4 °C, hold. Next, first strand cDNA was amplified by performing 35 cycles of MALBAC (at 95 °C 5 min, and then 35 cycles of 20 °C 50 s, 30 °C 50 s, 40 °C 45 s, 50 °C 45 s, 65 °C 4 min, 95 °C 20 s, 58 °C 20 s) by adding 0.15 µl of 100 uM GAT-7N primer, 1.6 µl of 10 X Thermo Buffer, 0.64 µl of 10 mM dNTP, 0.16 µl of 100 mM MgSO4, 0.48 µl of 2U/ul *Pyrococcus* derived Deep Vent® DNA polymerase and 7.97 µl of nuclease-free water. This was followed by 19 cycles of PCR set up as 0.15 µl of 100 uM GAT-COM primer (final concentration 0.5 µM), 0.56 µl of 10 mM dNTP, 1.4 µl of 10X Thermo Buffer, 0.14 µl of 100 mM MgSO4, 0.42 µl of 2U/ul *Pyrococcus* derived Deep Vent^®^ DNA polymerase and 11.43 µl nuclease free water added to the MALBAC product generated in the previous step. PCR cycling was performed at 95 °C for 1 min, 19 cycles of 95 °C 20 s, 58 °C 30 s, 72 °C 3 min, and a final 5 min additional extension at 72 °C. Primer sequences for each step are: GAT-12dT. 5'- GTG AGT GAT GGT TGA GGT AGT GTG GAG TTT TTT TTT TTT −3' (used during reverse transcription); GAT-7N. 5'- GTG AGT GAT GGT TGA GGT AGT GTG GAG NNN NNN N −3' (used during MALBAC amplification); GAT-COM. 5'- GTG AGT GAT GGT TGA GGT AGT GTG GAG −3' (used during PCR). Final amplified cDNA was purified using Agentcourt Ampure XP magnetic beads according to the manufacturer’s instructions. All non-isogenic cells were amplified in five batches whereas isogenic cells were processed in a single batch.

### SMARTseq2 amplification

For SMARTseq2 based WTA, 1-cells were processed according to the Picelli et al. protocol^41^ with modifications. Briefly, 1-cells were sorted in 3 µl of lysis buffer (bovine serum albumin 1 mg/ml, 2U/µl RNaseOUT Inhibitor™). Lysate was spinned down briefly and stored at −80 °C until further use. RNA-primer hybridization and reverse transcription was performed following Picelli et al.^41^. Preamplification was performed using entire first strand cDNA, KapaHIFI 2x PCR mix, 0.5 µM ISPCR primer and 3 mM MgCl_2_ with annealing and extension at 56 °C and 64 °C respectively for 25 cycles. Final amplified cDNA was purified using Agentcourt Ampure XP magnetic beads according to the manufacturer’s instructions.

### RNA sequencing

Purified MALBAC amplicon was used directly for preparing sequencing libraries using Illumina Nextera XT kit following manufacturer’s instructions. Purified cDNA libraries were QC’ed on Agilent Bioanalyser 2100 using High-Sensitivity DNA chips. Libraries with optimal size distribution of 300 to 900 bp were pooled (20 samples per lane) and sequenced on Illumina HiSeq4000 platform generating 150 b x 150 b paired end reads with 110 Gb data output generated per lane. A minimum of 25 million reads were generated per library. Non-isogenic cells were sequenced in five batches whereas isogenic cells were sequenced in a single batch. All SMARTseq2 and MALBAC amplicons for optimization were sequenced on HiSeq2500 platform (Supplementary Fig. 1) and Novaseq platform (Fig. 1).

### Sample genotyping and SNP analysis

Polymorphism discovery was performed using RNA short sequence reads following the process applied to DNA reads that was described elsewhere^132^. In brief, we aligned the raw reads from an individual sample of isogenic or non-isogenic cells against the *P. falciparum* 3D7 reference sequence V3 using the Hisat2 program as above described. As recommended by GATK best practices aligned reads covering the splice junctions split into exon specific sequence by SpliNCigarReads. Base qualities were recalibrated using Pf3K known sites. GATK HaplotypeCaller was used for the joint genotyping. To achieve a high-quality set of SNPs, we set stringent filtering criteria: 1) Each polymorphism needed to be covered by more than 10 reads (Supplementary Fig. 7b) with GATK quality score (GQ) greater than 30 in >20 cells (isogenic/non-isogenic). 2) To reduce the complexity of the analysis, we only considered biallelic SNPs within coding regions. To this end, there were 3459 SNPs that passed the threshold with the alternative allele present in at least 1 cell (isogenic/non-isogenic). Out of the 3459 SNPs, 1185 are detected with polymorphisms only in isogenic cells and 2224 only in non-isogenic cells. For the 50 SNPs (1.4% of the 3459 SNPs) showing polymorphisms in both, majority occurred with low minor allele counts as 39 SNPs (78%) has the minor allele counts less than 4 and 45 SNPs (90%) less than 6. Only 284 SNPs showing 50% representation in isogenic or non-isogenic schizonts was used for population genetic structure analysis (Supplementary Figs. 7 and 14).

### qRT-PCR

qRT-PCR was performed on purified MALBAC amplicon from individual schizonts for targeted genes using the Applied Biosystems™ SYBR™ Select Master Mix. Forward and reverse primers for each gene were designed using the NCBI Primer BLAST tool with annealing temperature set to 60 °C and product size limited to 150 to 250 bp. All primers were ordered from Integrated DNA Technology at 100 µM stock concentration. A cDNA input of 5 ng was used per sample during qRT-PCR for normalised comparison of individual transcript level (represented by Ct values) variation between single cells. z-score for each gene was calculated by the following formula: *z* = (C_tcell_-µC_tPfRNAdil_)/δC_tPfRNAdil_

### RNA-Fish and imaging

Customised RNA-FISH probes for individual genes were ordered from Thermo Fisher Scientific. Prior to performing RNA-FISH, thin smears of *P. falciparum* 3D7 schizont culture (38 to 42 hpi) was made on polylysine coated glass slides. Upon air drying, smears were fixed using 4% PFA and 0.008% Glutaraldehyde solution for 45 min. The rest of the steps of RNA-FISH labelling was performed using the Invitrogen^™^ ViewRNA^™^ ISH Cell assay kit following manufacturer’s instructions. Stained blood smears were imaged using confocal microscope LSM710 at 500× (optical zooming) and image analysis was performed on ZEN 3.0 (blue edition ZEN lite) software.

### Subcloning

*P. falciparum* 3D7 parasites were subcloned using serial dilution cloning. Culture was diluted in uninfected RBCs suspended at 2% haematocrit in culture media until 0.1 to 0.5 parasites were obtained per well theoretically. Media was changed on day 4, day 7, day 10 and every other day thereafter. 1 to 2 µl of fresh RBC were added to each well from day 7 onwards on every third day. Positive wells were screened from day 14 onwards by Hoechst staining (8 mM) on BD FACSAria^™^ (version 6.0).

### Data analysis

Raw reads obtained from the sequencer were checked for overall quality and trimmed to remove low quality bases from 3’ ends, adapters, and amplification primers using Trim Galore (version 0.6.6). Fastq-pair was used for read processing and Samtools was used for alignment processing. HISAT2 aligner was used to perform alignment to the *P. falciparum* genome. Only paired reads with proper orientation mapped to unique location of the genome were considered for counting. Gene specific read counts were calculated using BEDTools. Fragments per kilo base per million mapped reads (FPKM) were then calculated and used for further analysis.

### Single-cells clustering

To investigate the transcriptomic heterogeneity of the parent parasite population, we applied clustering analysis to the 295 single cells. Dropout rate, batch effect, over-dispersion and the count nature of the data was accounted for using the zero-inflated negative binomial model (ZINB-WaVE)^43^. Before clustering, we filtered out those samples having a significantly lower (3 time mad lower than median) mapping rate or total read counts; also samples were discarded if they presented <75% of the 269 highly presented genes which were detected in 95% of PfRNAdil samples. Finally, there were 271 samples used for further study. Here, we considered a total of 4934 genes which were detectable in at least 5 cells excluding mitochondrial genes. The 271 single-cells were clustered using the method of RSEC implemented in R with the package ClusterExperiment^133^. The low-dimensional matrix used for clustering was specifically computed using the zinbwave function of the R package zinbwave where K = 50 was set for dimensionality reduction. Sample processing batch information was used as one of the covariates during zinbwave analysis to remove any batch effects. In practice, we applied k-means to generate a collection of candidate clustering using k0s = 4:5; obtained the consensus clustering based on the setting consensusProportion = 0.7, consensusMinSize = 5 and minSizes = 1; sequentially merged similar clusters based on the setting alphas = c(0.2), betas = 0.75, clusterFunction = “hierarchical01” and seqArgs =  list(remain*.n* = 10, top.can = 5). And the stability of clusters were controlled by 500 times subsampling with 70% samples used each time as the parameters were set as subsampleArgs = list(resamp.num = 500, samp.*p* = 0.7, clusterFunction = “kmeans”, clusterArgs = list(nstart = 5)). Then, we asked the RSEC to merge the resulted clusters which had less than 15% differential expression using mergeMethod = “adjP” and mergeCutoff = 0.15 (Supplementary Fig. 12a). Lower mergeCutoff at 0.05 only generated smaller clusters within two of the clusters from mergeCutoff = 0.15 setting (Supplementary Fig. 12b). At last, we obtained 8 major clusters with 196 of 271 samples. We assigned the left 75 samples, which form clusters with less than 5 cells under the required conditions, to their nearest cluster using the assign unassigned function of ClusterExperiment. We repeated the same procedure of clustering analysis for isogenic cells. Out of 97 single-cells from a isogenic clone, 79 passed the filtering criteria and their transcriptome were used for the cluster detection by RSEC algorithm. Given the smaller number of single-cells studied here, we reset the parameters of consensusMinSize = 5 and seqArgs = list(remain.*n* = 10, top.can = 3). At last, a single cluster was obtained at the same criteria above that >10% differential expression were required to create two distinct clusters. We also lowered down the mergeCutoff to 0.05 which reported 5 clusters as shown in Supplementary Fig. 13 with maximum 8% differential expression between clusters. To account for sampling size difference between non-isogenic and isogenic schizonts, we downsized the non-isogenic data to 80 samples to match the number of isogenic samples by sub-sampling algorithm and re-applied the RSEC method using 428 highly representative genes. The high representation was defined as genes present in all the fifteen samples of 100-cells, >50% PfRNAdil samples and >5% 1-cell samples. The resulted 682 genes were further pruned to 428 genes as we asked for greater SD across single cells than PfRNAdil. The sub-sampling was repeated 50 times with the RSEC analyses, and the result converged after 20 times. For isogenic schizonts, clusters disappeared at a cluster merging cutoff of <25% differential gene expression (DE) between clusters (Supplementary Fig. 5a). And the multiple SCTS in non-isogenic schizonts was maintained under the same criteria in majority of the times (62% confidence, Supplementary Fig. 5b).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplemementary Information

Description of Additional Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

## Data Availability

Full RNA sequencing dataset generated during this study are available on GEO database with accession number GSE164459. The 3D7 reference transcriptome data can be accessed through GEO accession number GSE150484. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Stochastic expression of invasion genes in Plasmodium falciparum schizonts
**Source:** Nat Commun. 2022 May 30;13:3004. doi: 10.1038/s41467-022-30605-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Information

## **Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** Differentially expressed genes along the pseudotemporal progression

**File Name:** Supplementary Data 2

**Description:** MPM pathways enrichment for differentially expressed genes along the pseudotemporal progression

**File Name:** Supplementary Data 3

**Description:** Variability index score for SCTS 1,4,5,6 and 7

**File Name:** Supplementary Data 4

**Description:** Highly variable genes for non-isogenic schizonts

**File Name:** Supplementary Data 5

**Description:** Highly variable genes for isogenic schizonts

**File Name:** Supplementary Data 6

**Description:** qRT PCR Primer Sequences

**File Name:** Supplementary Data 7

**Description:** List of all 3459 SNPs

**File Name:** Supplementary Data 8

**Description:** Genes associated with SNPs in isogenic cells

How the deposited data were processed for this re-analysis (not part of the article)

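The libraries were made by the authors from 3D7 schizonts sorted by FACS and amplified with MALBAC. They comprise 295 1-cell, 15 100-cells and 49 PfRNAdil libraries of the non-isogenic population in batches 1 to 5, and 97 1-cell, 2 100-cells and 10 PfRNAdil libraries of the isogenic population in batch 6. PfRNAdil are RNA of 10 schizonts diluted 10-fold. Libraries were assigned to groups and batches from their titles and the paper. A pair of library columns carried the same name. The group of both is the same, and neither was given an estimated age.

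The FPKM values used here are those that the authors deposited, as 1 matrix of 5719 genes and 468 libraries. Per the methods, the authors trimmed the reads with Trim Galore, aligned them with HISAT2 to the 3D7 genome, kept only properly paired and uniquely mapped reads, counted them per gene with BEDTools and computed FPKM. Of all values, 79.8% were missing, none was 0, and the lowest was 0.0203 FPKM. The summed FPKM per library lay between 280370 and 819077. No 2 libraries were identical. Reads were not aligned again, and read counts are not used here. Averages of log2 FPKM were checked against 1925 genes of the paper's Source Data for Fig. 1f, of which 100% matched within 0.01 for both the 1-cell and the 100-cells averages.

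Depth per library was estimated from the values themselves. All values of a gene are multiples of 1 read in each library, so genes with the same number of reads in a pair of libraries all have the same ratio of values, and the most frequent exact ratio over genes, against the 100-cells libraries, gives the ratio of total counts. A ratio was called clear when at least 1.5 times as many genes had it as had the next most frequent ratio. A clear ratio was found for 86.3% of libraries, and tested on simulated data the largest error of a clear ratio was 0.00484% at 200000 reads and 0.00795% at 2000000 reads, with a ratio for 23 and 16 of 35 simulated libraries. Relative to a 100-cells library of batch 1, the median depth was 0.996 for non-isogenic cells (0.00486 to 2.02), 0.980 for non-isogenic PfRNAdil (0.220 to 1.85), 1 for non-isogenic 100-cells (0.918 to 1.94), 2.64 for isogenic cells (0.233 to 3.63), 2.13 for isogenic PfRNAdil (1.43 to 2.92) and 2.88 for isogenic 100-cells (2.70 to 3.06). The depth is relative only, so the precision of a single FPKM value in reads is not given.

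Computations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0, and figures with matplotlib 3.10.9. Random steps used the seed 1. A transcript counted as detected with any FPKM value, and members of gene families as expressed above 10 FPKM, the threshold of the paper. R2 of averages is the squared Pearson correlation across genes of log2 FPKM averaged over the libraries with a value, and R2 of single cells was computed on log2(FPKM+1) with each of the 15 100-cells libraries and averaged over them. Principal components were computed on log2(FPKM+1) of genes detected in at least 5 cells, centred within each batch. For the silhouette, the first 10 components were grouped by k-means with 4 clusters, with 50 random draws of 79 non-isogenic cells. ZINB-WaVE, RSEC and the trajectory analysis of the article were not repeated. The filtered sets of 271 and 79 cells and the estimated ages in hours post-invasion (HPI) are those of the paper's Source Data for Fig. 2a and 2b. The Source Data for Fig. 1g, which name no libraries, hold other numbers of cells per age and were not used here. The age was not given for 2 of the 271 cells.

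The variability index is the SD of log2 FPKM over cells divided by that over PfRNAdil, each over the libraries with a value. In the non-isogenic population it used the 128 filtered cells of at least 44 HPI and genes with a value in more than 10 PfRNAdil and at least 10 cells. In the isogenic population it used 30 cells of at least 44 HPI and 38 cells of 40 HPI, with at least 5 PfRNAdil. Lists of the paper were compared with 10000 random lists matched on mean expression in 20 bins. For the alternative with an expected SD, the SD of PfRNAdil was taken from a running window of 101 genes along mean expression. Of the 256 genes of Supplementary Data 4, 125 had enough values, of which 123 had an index above 1. Of the 106 and 109 genes of Supplementary Data 5 at 44 and 40 HPI, 55 and 33 had enough values. Tested on simulated data with 200 genes of 1576 at an SD ratio of 3, the median index was 2.98 for changed and 1.02 for unchanged genes, and 97% of the changed genes were among the highest 200. A simulated order of cells was recovered by the first component with a rho of 0.989, simulated clusters gave a silhouette of 0.803 against 0.0750 without clusters, and a simulated difference of correlations of 0.5 was recovered as 0.432. The silhouette was not tested on simulated cells along a continuous order.

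Members of gene families were taken only from the paper's text and tables, which gave 60 var, 20 rifin and 26 phist genes. Most of these tables rest on these same libraries, so the lists favour members expressed or variable in them. Members outside these lists were left out because the annotation used here does not name families. Per library, var genes above 10 FPKM were counted, and 211 non-isogenic cells held 2 or more. At least 1 listed rifin transcript was above 10 FPKM in 103 non-isogenic cells. At the filter on genes detected in at least 95% of PfRNAdil, 146 genes were found where the paper gives 269.

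The genes named in the text were chosen by a rule: every gene that the paper names in its results or discussion for these libraries, the 5 transcripts with the highest index in late non-isogenic cells, and the 3 most frequent var, rifin and phist transcripts in each group of cells. The paper's own values in Supplementary Data 3 to 5 had been seen when this rule was written. Members of any other count of 5 or fewer genes are named after their values were seen.

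All cells of a population come from the same culture, so each group counts as 1 sample. No p-value, SE or count of changed genes was computed from cells. Shares have exact Clopper-Pearson intervals of 95%, and correlations over cells are given within batches beside the pooled value. The comparisons, the rule for named genes and most alternatives were chosen before the data were examined. These alternatives were other detection thresholds (at least 1 FPKM, and above 0, 10, 50, 100 and 200 FPKM), other pseudocounts, removal of ribosomal RNA, all cells or only the filtered set, batch centring, other cluster numbers and components, other sets of PfRNAdil, families without pseudogenes, rank correlation, and leaving out each batch or isogenic PfRNAdil in turn. The alternatives chosen after seeing the data were the expected SD in the isogenic population and other settings of the gene filters.

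The quantitative RT-PCR, RNA-FISH and sequence variants of the article were left out because FPKM values do not hold them. The F-tests of the article were left out because they take cells as replicates.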

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

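The tests of library depth, of several schizonts in 1 well, of genomic DNA, and of other nucleic acid or more RNA in PfRNAdil were chosen only after the result was seen.

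Var transcripts above 10 FPKM appeared in PfRNAdil, for which the paper does not report this family, with a mean of 3.12 of the 60 listed var transcripts per non-isogenic PfRNAdil and 4.36 per non-isogenic cell. PfRNAdil hold diluted RNA of 10 schizonts, so several var transcripts in them do not speak for several in 1 schizont, and the number in PfRNAdil is not a blank level. For several var transcripts in single schizonts, the tables argue against library depth as the whole cause. Depth and the number of var transcripts had a rho of 0.0444 over the non-isogenic cells with a clear depth (-0.242, -0.0768, -0.106, 0.429 and 0.371 in batches 1 to 5), so depth may contribute in batches 4 and 5. Nucleic acid other than the schizont's own mRNA (genomic DNA, or RNA of other cells, other schizonts included) stays open. The number of silent genes above 10 FPKM (protein-coding genes outside the families that no non-isogenic PfRNAdil or 100-cells library had above 10 FPKM) and that of var transcripts had a Pearson r of 0.719 and a rho of 0.206 (-0.271, 0.181, 0.284, 0.311 and 0.201 in the batches). The partial rho, given the number of transcripts detected, was 0.00158, which decides nothing, since such nucleic acid would itself raise the number given. Exclusive use of 1 var transcript per schizont stays open as well. The 3 most frequent var transcripts occurred together 82 times against 55.0 from their frequencies, a ratio of 1.49, and 44 times against 33.9 in isogenic cells, but RNA of several schizonts in a well gives such pairs too. No biological explanation was tested.

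Of the 10 isogenic PfRNAdil, B6_F5 held 44 and B6_E6 36 var transcripts above 10 FPKM, and the others 1 to 6. The tables argue against library depth for B6_F5, since its relative depth of 2.39 lay within that of the others, which reached 2.70. They argue against it for B6_E6 as well, the deepest of the 10 at 2.92, since the 21 isogenic cells at least as deep held a median of 2 var transcripts and, apart from B6_F10 with 44, at most 7. More RNA of the same schizonts in these wells stays open. Of the 3004 silent genes, B6_F5 held 112 above 10 FPKM and B6_E6 more, the other PfRNAdil 9 to 41 and an isogenic 100-cells library at most 49, but the last value decides nothing, since a pool of 100 schizonts dilutes what 10 of them hold. Nucleic acid other than the diluted schizont RNA stays open for both as well. RNA of another stage and genomic DNA may each give such genes, and they were not separated. No biological explanation was tested.

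In batch 1, the cells B1_5a, B1_5e, B1_6a and B1_6e held 73, 58, 71 and 70 transcripts that were not detected in any non-isogenic 100-cells library, out of 326 such genes. Other cells of batch 1 held up to 13, other non-isogenic cells up to 17 and non-isogenic PfRNAdil up to 20. All of the 4 are in the paper's filtered set. The tables argue against library depth, since their highest relative depth was 1.04 and other cells of the batch reached 1.84. RNA of several schizonts in 1 well stays open. The lowest of their numbers, 58, decides nothing, since non-isogenic 100-cells libraries hold none of these by definition, and the 2 isogenic 100-cells libraries held 34 and 73. With each of the 15 libraries set apart in turn, it held at most 37 transcripts that the other 14 lacked, where each of the 4 cells held at least 59, but a pool of 100 schizonts dilutes what a single schizont adds. Genomic DNA also stays open and cannot be told apart from RNA of other stages. In each of the 4 cells, the share of var genes detected at any FPKM was at least 4.19 times that of other genes not detected in a 100-cells library, but this decides nothing, since all 60 var genes are detected in a 100-cells library, and other cells of the batch held a median of 30% and up to 91.7% of them. The transcripts in question had medians of 0.927 to 1.22 FPKM, and the 4 libraries held 2638 to 3253 transcripts against at most 1855 in other cells of the batch. No biological explanation was tested.

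A pair of PfRNAdil were apart from the others of their batch by the gap to the next library relative to the range of the batch. The lowest FPKM in B4_11g of batch 4 was 9.71, with the next highest at 0.133, and B3_11e of batch 3 held 2 listed rifin transcripts above 10 FPKM, where the other libraries of the batch held 0 or 1. Over 36 groups and measures, 2 were found this way, and chance flags about 1 in 20 groups. Low library depth stays open for B4_11g, which had 649 detected transcripts where the others of its batch had at least 900, and its relative depth was not clear. For B3_11e no explanation was tested, and a count of 2 against 1 is the smallest step that such counts can take. No biological explanation was tested.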

How the results depend on the processing

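The tests with the SD expected at the mean expression in the isogenic groups, and the other settings of the gene filters, were chosen only after the result was seen. No paired analysis was possible because each cell of the 1-cell libraries is in 1 library only and the labels name no pairs of libraries. PfRNAdil are dilutions of pooled RNA, so that several share the same schizonts, but the labels do not give the pool. A value counted as unmoved when it changed by less than the SD between batches, libraries or random draws, by less than its 95% binomial confidence interval, or, for a count, by less than 1.5 times. Where no such spread exists, as for the variability index and the rank correlation with age in the isogenic population, any change counted as a move. For 34 results, the alternatives other than leaving out a batch or library gave 83 values that were unmoved, 72 that moved without reversing and 1 that reversed. Leaving out 1 batch or 1 isogenic PfRNAdil library gave 60 values, of which 39 were unmoved, 21 moved and 0 reversed. For single genes and the gene filters, of 590 values 309 moved and 54 reversed, where a variability index reversed when it crossed 1, and leaving out a batch or library gave 774 values, of which 593 moved and 16 reversed. Leaving out batches was not run for the isogenic population, which has 1 batch. The cause was not tested for any move given here, apart from the thresholds, which count fewer or more transcripts by construction.

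Detection at above 10 FPKM, in place of any value, left 3423 transcripts in any non-isogenic cell, 763 in more than 10% of them and 2868 in any isogenic cell. The means per library fell to 265.9 for non-isogenic cells, 251.4 for isogenic cells, 689 for 100-cells and 315 for PfRNAdil. Detection at 1 FPKM or more moved the mean of isogenic cells to 555 and that of 100-cells to 2931.

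The R2 of the average transcriptomes rose to 0.825 with log2(FPKM+1) and 0.768 with log2(FPKM+0.1) over all libraries, and to 0.735 with the transcripts found in more than 10% of cells. The median R2 of single cells fell to 0.281 with a pseudocount of 0.1 and to 0.228 over the transcripts detected in both libraries. In the isogenic population, the rank correlation of the first component with age was 0.854 with a pseudocount of 0.1, 0.865 with genes detected in at least 20% of cells, and 0.863 with the libraries rescaled without ribosomal RNA. The silhouette of the non-isogenic cells minus that of the isogenic cells was reversed with 2 clusters, at 0.00283, and -0.0401 with 8 clusters. With the cells of a single non-isogenic batch it was -0.124 in batch 1, -0.0929 in batch 2, -0.138 in batch 3, -0.00617 in batch 4 and -0.0186 in batch 5.

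The median variability index of the highly variable genes of Supplementary Data 4 fell to 1.27 with log2(FPKM+0.1) over all libraries and to 1.11 with the SD of PfRNAdil expected at the mean expression of the cells. For the isogenic lists, log2(FPKM+1) over all libraries gave 2.64 at 44 HPI and 2.44 at 40 HPI, the 49 non-isogenic PfRNAdil gave 1.66 and 1.25, rescaling without ribosomal RNA gave 2.68 and 2.94, and the expected SD gave 1.25 and 1.20.

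The share of cells with the most frequent transcript of a family moved with the threshold. At any FPKM it was 72.5% for var in non-isogenic cells, 87.6% for var in isogenic cells, 43.7% for rifin in non-isogenic cells, 53.6% for rifin in isogenic cells, 90.5% for phist in non-isogenic cells and 100% for phist in isogenic cells. Above 50 FPKM it was 17.6% for var in non-isogenic cells, 38.1% for var in isogenic cells, 7.46% for rifin in non-isogenic cells and 30.8% for phist in non-isogenic cells. Above 100 FPKM it was 8.81% for var in non-isogenic cells, 29.9% for var in isogenic cells, 6.78% for rifin in non-isogenic cells and 27.1% for phist in non-isogenic cells. Above 200 FPKM it was 5.76% for var in non-isogenic cells, 18.6% for var in isogenic cells, 6.78% for rifin in non-isogenic cells and 20.3% for phist in non-isogenic cells. The share of non-isogenic cells with a single var transcript was 0% at any FPKM, 27.5% above 50, 25.1% above 100 and 24.1% above 200 FPKM, and that of isogenic cells was 0% at any FPKM. The share with 2 or more var transcripts was 100%, 37.3%, 23.4% and 11.5% of non-isogenic cells at these thresholds, and 100%, 33.0%, 18.6% and 7.22% of isogenic cells. Without the 7 var pseudogenes, 65.4% of non-isogenic cells had 2 or more. The isogenic cells held 35 var members above 100 FPKM and 28 above 200, and the filtered isogenic cells held 8 rifin members above 10 FPKM. The mean number of var transcripts per non-isogenic PfRNAdil was 21.8 at any FPKM and 0.592 above 200 FPKM. The difference of the correlations within and between the co-expression groups was 0.312 with Spearman's rho and 0.498 in cells of at least 44 HPI.

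With each batch left out in turn, the transcripts in any non-isogenic cell ranged from 5163 to 5396, those in more than 10% of cells from 2547 to 2772, the mean per 1-cell library from 989 to 1076, per 100-cells library from 3730 to 3764 and per PfRNAdil from 1025 to 1208. The R2 of the averages ranged from 0.656 to 0.706, the median index of the 10 genes named for late schizonts from 1.36 to 1.66, and that of the highly variable genes from 1.51 to 1.62. With each isogenic PfRNAdil left out, the median of the isogenic lists ranged from 2.49 to 2.82 at 44 HPI and from 2.57 to 3.25 at 40 HPI.

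Among single genes, indices that crossed 1 are given with their value under the alternative. In late non-isogenic schizonts, the SD of PfRNAdil expected at the mean expression of the cells took the index across 1 for msp1 (0.876), gap45 (0.914), histone 4 (0.688), the AP2 transcription factor (PF3D7_0420300) (0.869), rap3 (1.08), rhopH2 (0.989), peroxiredoxin (0.946), rh2b (0.959), msp5 (0.705) and msp6 (0.821). With log2(FPKM+0.1) over all libraries it crossed for ring exported protein 3 (0.852), rap3 (1.04), rh2b (0.945) and PF3D7_1437200 (0.856), with all filtered cells for eba181 (0.965), rap3 (1.54), pferc (1.85) and eba140 (0.951), with batches centred for rap3 (1.13), and with libraries rescaled without ribosomal RNA for rap2 (0.981). At 44 HPI in the isogenic population, the expected SD took the index across 1 for histone 4 (0.579), folate transporter 1 (1.63), the AP2 transcription factor (PF3D7_0420300) (0.906), rhopH2 (0.851), erythrocyte vesicle protein 1 (0.838), rh2b (0.998), rh4 (0.982), msp5 (0.762) and msp6 (0.469), and the 49 non-isogenic PfRNAdil did so for folate transporter 1 (1.76), erythrocyte vesicle protein 1 (0.785) and msp6 (0.857). At 40 HPI, the expected SD did so for msp3 (0.710), rh5 (1.97), gap45 (0.684), folate transporter 1 (1.19), the AP2 transcription factor (PF3D7_0420300) (1.08), rap1 (0.796), rap2 (0.851), rap3 (0.698), msp (PF3D7_1035600) (0.778), peroxiredoxin (0.909), eba140 (1.07) and heat shock protein 101 (1.29), the 49 non-isogenic PfRNAdil for exp2 (1.31), folate transporter 1 (2.91), rap1 (0.643), rap2 (0.896), rap3 (0.994), peroxiredoxin (0.888), cdpk1 (0.925), rh2a (0.860) and rh2b (0.923), and log2(FPKM+1) over all libraries for PF3D7_0605900 (0.987).

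With batches left out in turn, some late non-isogenic indices crossed 1. The index of rap2 ranged from 0.965 to 1.11 and crossed 1 without batch 2. The index of rap3 ranged from 0.846 to 1.22 and crossed 1 without batch 5. The index of erythrocyte vesicle protein 1 ranged from 0.961 to 1.91 (without batch 1) and crossed 1 without batch 3. The index of peroxiredoxin ranged from 0.992 to 1.17 and crossed 1 without batch 1. The index of eba140 ranged from 0.976 to 1.22 and crossed 1 without batch 2, batch 4 and batch 5 (at 0.983, 0.976 and 0.980). With the isogenic PfRNAdil left out in turn, some indices at 40 HPI did the same. The index of rh5 ranged from 0.796 to 1.02 and crossed 1 without B6_H6. The index of exp2 ranged from 0.802 to 1.17 and crossed 1 without B6_H5. The index of folate transporter 1 ranged from 0.842 to 1.21 and crossed 1 without B6_E6. The index of the AP2 transcription factor (PF3D7_0420300) ranged from 0.818 to 1.22 and crossed 1 without B6_E6. The index of PF3D7_0605900 ranged from 0.982 to 1.24 and crossed 1 without B6_E6, B6_E7, B6_F5 and B6_G5 (at 0.999, 0.985, 0.990 and 0.982). The index of rhopH3 ranged from 0.672 to 1.08 and crossed 1 without B6_G5.

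The relative depth of each library limits what counts as detected, since 1 read is worth a different FPKM in each library and the total read counts are not used here. The larger share of ribosomal RNA in non-isogenic libraries limits comparisons at a fixed FPKM, and the shares of family members were not rescaled without it. The number of PfRNAdil limits the isogenic index, since each SD rests on at most 10 libraries.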

Differences from the paper's values

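Of 43 values that the paper states and that were also computed here, 6 differed. A pair of values was taken to differ where one was more than 1.5 times the other and, apart from the count of genes, their gap was also larger than the SD between cells, which was 0.0840 for the R2 of single cells. For genes detected in at least 95% of PfRNAdil, the paper gives 269 genes and 1.5e+02 were found here, with the exact count in the processing summary. No alternative for this count was set before the data were examined. Thresholds of 90% and 80% of PfRNAdil, both chosen after seeing the values, came within 1.5 times the paper's count, with 306 genes at 80%. How many of the paper's genes these thresholds drop was not computed, since the list of the paper's genes was not used here.

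The R2 of a single cell is here the mean of its R2 with each of the 15 100-cells libraries, on log2(FPKM+1). For the lowest R2 of a single non-isogenic cell, the paper gives 0.02 and the value here was 0.142. Among the alternatives set before the data were examined, R2 over the transcripts detected in both libraries (0.00629) no longer differed, and a pseudocount of 0.1 (0.153), leaving out ribosomal RNA (0.119) and only the filtered set (0.142) did. For the highest R2, the paper gives 0.33 and the value here was 0.514. A pseudocount of 0.1 (0.417) and the transcripts detected in both libraries (0.474) no longer differed, and leaving out ribosomal RNA (0.504) and only the filtered set (0.514) did. For the mean R2, the paper's Source Data give 0.179 and the value here was 0.338. The transcripts detected in both libraries (0.242) no longer differed, and a pseudocount of 0.1 (0.285), leaving out ribosomal RNA (0.320) and only the filtered set (0.342) did.

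For the most var transcripts in a single cell, the text of the paper gives 10, while its Fig. 4b also plots cells with more than 10 in both populations, so the figure does not stand against the values here. In non-isogenic cells 49 were found here, and all alternatives set before the data were examined differed as well: 59 at any FPKM, 46 above 50 FPKM, 46 above 100 FPKM, 35 above 200 FPKM and 45 in the filtered set. In isogenic cells 44 were found here, where the filtered set alone (14) no longer differed, and 60 at any FPKM, 33 above 50 FPKM, 27 above 100 FPKM and 19 above 200 FPKM did.

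The paper states that its clustering, with parameters that gave clusters in the non-isogenic cells, detected none in the isogenic cells. It also reports isogenic clusters at a lower cutoff for merging, and several clusters in most of its smaller random draws of non-isogenic cells. The silhouette used here, which is not the paper's clustering, was lower in the non-isogenic cells, with a difference of -0.0703, and with 2 clusters, an alternative set before the data were examined, the difference was 0.00283. The paper lists rhopH2 (PF3D7_0929400) among the highly variable genes of the isogenic cells at 40 HPI, where its index was 0.722 here and stayed below 1 under all alternatives run. Of the 33 listed genes with enough values at 40 HPI, it was the only one whose index was not above 1. With the expected SD of PfRNAdil, an alternative chosen after seeing the data, 21 of the 33 were above 1. At 44 HPI, where the paper also lists it, its index was 4.00. The paper places rh2a, rh2b and rh5 in the first co-expression group. The other 9 genes of the groups had a higher mean correlation with their own group, while these 3 had a higher one with the second group (0.582, 0.583 and 0.560) than with their own (0.503, 0.504 and 0.470), and with Spearman's rho as well (0.525, 0.531 and 0.510 against 0.461, 0.450 and 0.406).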

Other observations

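The tests of the cells with the most var transcripts, of the dependence of the SD on mean expression and of the share of ribosomal RNA were chosen only after the result was seen. The expected SD itself had been set beforehand as an alternative for late non-isogenic cells.

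In 10 single cells, more than 20 of the 60 listed var transcripts were above 10 FPKM: B1_3d (49), B2_3a (36), B2_6d (43), B3_1c (21), B3_4a (41), B3_5d (45, with an estimated age of 6 HPI), B3_6d (46), B3_6g (33), B5_8a (22) and the isogenic cell B6_F10 (44). The tables argue against library depth for the cells within the depth of their batch, which are 7 of the 10. They argue against it for B2_6d and B3_5d as well, the deepest of their batches with a clear depth, since at least 97.3% of the cells of any batch that are as deep or deeper held at most 20 var transcripts. For B3_5d these are 30 non-isogenic and 80 isogenic cells, with medians of 3 and 2, and for B2_6d they are 64 isogenic cells, with a median of 2. Library depth stays open for B3_6d, which had a lowest value of 42.8 FPKM, so that every detected transcript was above 10 FPKM. Nucleic acid other than the schizont's own mRNA (genomic DNA, or RNA of other cells) also stays open and may contribute in all of them. Each held more silent genes above 10 FPKM than at least 91.3% of the cells of its group outside these 10. Of the 10 cells, 6 are in the paper's filtered set. The 100-cells library B2_9h held 28 var transcripts above 10 FPKM. No biological explanation was tested.

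For the variability index above 1 of the 10 genes named for late schizonts, the tables argue against no explanation tested. The dependence of the SD on mean expression stays open. With the SD of PfRNAdil expected at the mean expression of the cells, the median index of the 10 genes was 1.16, that of all genes 1.026, and 9 of the 10 were above 1 (msp1 was not). This decides nothing, since the paper picked these genes by their index in the same libraries. What also stays open is how much of the spread between these cells is between cells of the same age, since estimated ages group cells in steps of hours.

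For the order of schizonts on the first principal component by estimated age, the tables argue against the number of transcripts detected per cell as the whole cause. The partial rho of component and age, given this number, was 0.634 in non-isogenic cells, from 0.407 to 0.792 within the batches, and 0.773 in isogenic cells. For the co-expression groups of invasion genes they argue against the same explanation, since the difference of the correlations within and between the groups was 0.378 with the number of transcripts regressed out within each batch, from 0.342 to 0.406 in single batches. A biological explanation, the progress of development, was not tested apart from the paper's own age estimates.

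Ribosomal RNA took a lower share of the summed FPKM in all isogenic groups, with a median of 15.2% in isogenic PfRNAdil against 50.7% in non-isogenic ones. A difference between processing batches cannot be told apart from a difference between the populations, since all isogenic libraries are in batch 6 and no other library is. A biological difference between the populations was not tested.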
